# Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of *Canis familiaris*

**DOI:** 10.1371/journal.pone.0061088

**Published:** 2013-04-04

**Authors:** Marie Mooney, Jeffrey Bond, Noel Monks, Emily Eugster, David Cherba, Pamela Berlinski, Steve Kamerling, Keith Marotti, Heather Simpson, Tony Rusk, Waibhav Tembe, Christophe Legendre, Hollie Benson, Winnie Liang, Craig Paul Webb

## Abstract

Comparative oncology is a developing research discipline that is being used to assist our understanding of human neoplastic diseases. Companion canines are a preferred animal oncology model due to spontaneous tumor development and similarity to human disease at the pathophysiological level. We use a paired RNA sequencing (RNA-Seq)/microarray analysis of a set of four normal canine lymph nodes and ten canine lymphoma fine needle aspirates to identify technical biases and variation between the technologies and convergence on biological disease pathways. Surrogate Variable Analysis (SVA) provides a formal multivariate analysis of the combined RNA-Seq/microarray data set. Applying SVA to the data allows us to decompose variation into contributions associated with transcript abundance, differences between the technology, and latent variation within each technology. A substantial and highly statistically significant component of the variation reflects transcript abundance, and RNA-Seq appeared more sensitive for detection of transcripts expressed at low levels. Latent random variation among RNA-Seq samples is also distinct in character from that impacting microarray samples. In particular, we observed variation between RNA-Seq samples that reflects transcript GC content. Platform-independent variable decomposition without *a priori* knowledge of the sources of variation using SVA represents a generalizable method for accomplishing cross-platform data analysis. We identified genes differentially expressed between normal lymph nodes of disease free dogs and a subset of the diseased dogs diagnosed with B-cell lymphoma using each technology. There is statistically significant overlap between the RNA-Seq and microarray sets of differentially expressed genes. Analysis of overlapping genes in the context of biological systems suggests elevated expression and activity of PI3K signaling in B-cell lymphoma biopsies compared with normal biopsies, consistent with literature describing successful use of drugs targeting this pathway in lymphomas.

## Introduction

Since domestic dogs, *Canis familiaris*, form spontaneous tumors and have a strong breed predilection towards specific types of cancer, the dog is an excellent model for identifying the genetic underpinnings associated with cancer (reviewed in Shearin and Ostrander [1] and Rowell et al [2]). Moreover, the disciplines of veterinary and human medicine use the same diagnostic and therapeutic tools, and the canine response to chemotherapies is more similar to the human response than other model systems [2]. The similarities in cancer treatment and response between species coupled with a shorter canine lifespan and higher frequencies of cancer occurrence in specific breeds afford an opportunity to accelerate the application of advanced diagnostic and interventional strategies for the benefit of both dogs and humans.

The analogous nature between human and canine disease counterparts is typified by canine lymphoma, which shares many of the epidemiological, biological, and clinical features of Non-Hodgkin's Lymphoma (NHL) in humans [2]–[4]. NHL is the fifth most common cancer in the United States and a cancer that has nearly doubled in worldwide incidence in the past 35 years to a lifetime incidence of 1 in 47 people [5], [6]. In the canine population, lymphoma represents approximately 24% of all canine cancer diagnoses and has a similar lifetime incidence to humans [2]. However, breeds such as the golden retriever and boxer have an even stronger predilection for B- and T- cell lymphomas, with lifetime incidences of 1 in 4 and 1 in 8 dogs, respectively [2].

Canine lymphoma most commonly manifests as multicentric lymphadenopathy with or without other organ involvement [7]. This multicentric presentation dictates systemic chemotherapy as the treatment of choice. Treatment is a multi-agent protocol that is based on the CHOP regime (adriamycin, vincristine, cyclophosphamide, and prednisone) used as standard-of-care in human NHL patients [7], [8]. However, many variations on this protocol exist in both veterinary and human medicine [7], [9], [10]. A detailed investigation of the molecular mechanisms of the etiology and progression of canine lymphomas is warranted for improving diagnostic and therapeutic strategies that may have direct translational relevance to human NHL patients.

Next Generation Sequencing (NGS) is the next frontier for scrutinizing molecular pathology. As sequencing cost decreases and access to instrumentation increases, NGS will likely replace microarrays for gene expression analysis due to added benefits such as quantitation of transcripts, improved dynamic range, and additional capabilities for detecting expressed single nucleotide variants (SNVs), translocations, and transcript isoform switches [11], [12]. However, the NGS field is still in flux, the internal standards for data quality, reliability, and reproducibility are still being established, and disparities between the technologies are still being investigated [13]–[17]. Generally, hybridization and sequencing technologies are viewed as complementary rather than competing approaches [14], [18], and microarrays continue to be used frequently for burgeoning model organisms like the dog [19], [20]. Examining methods for comparing expression data between the two technologies remains a critical task for the continued and comparative use of microarray data in the NGS era.

Our data include gene expression profiles for each of ten canine lymphoma samples and four lymph nodes samples from disease free subjects using both Illumina NGS and Affymetrix microarray technology. This design is a member of an important class: multivariate observations made in batches that exhibit *latent* variation with very different covariance. Our objective is to decompose variation among the gene expression profiles so that we can directly inspect 1) variation in transcript abundance among samples 2) differences in sensitivities of the two technologies and 3) latent variation due to each technology. Many studies have address the first two issues by gene or tag counts and assessments against PCR data, respectively [21], [22], or even using proteomic shot gun mass spectroscopy as a metric for sensitivity [23]. It is the latent variation due to technology that presents the challenge since numerous sources of technical variation can contribute to differing extents within and between technologies (as an example, 57% of the total expression variation between microarray and RNA-Seq data in [23] was unexplained). Variation among samples with respect to fragment length, coverage, GC content, amplification technology, proportions of cell types, proliferation rate, RNA degradation, preparative processes, or instrumentation may impact estimates of genome-wide expression profiles [24]–[29]. Numerous investigators have described methods for capturing latent variation [30]–[36]. While typically the goal of capturing latent variation is to improve inference about experimental factors impinging on biology, we are also interested in the direction and magnitude of latent technical variation for the purpose of comparing RNA-Seq with microarray technology. However, our design does not include replicated observations on RNA samples within each technology. Instead, statistical analysis of the *combined* RNA-Seq and microarray data provides for capturing latent variables within each technology. Understanding distinct technological variation is a prerequisite to examining biologically pertinent transcriptional pathways.

## Methods

### Ethics Statement

All studies were approved by the Institutional Animal Care and Use Committee (IACUC) at Animal Clinical Investigation (ACI) concomitant with owner consent forms.

### Samples

Fine needle aspirates (FNAs) were collected longitudinally from 30 dogs with lymphosarcoma as part of a study conducted by Pfizer Animal Health for the purpose of finding the maximum tolerated dose of an investigational phosphatidylinositol 3-kinase (PI3-K) inhibitor. Inclusion criteria required that at least one lymph node tumor measure >20 mm in diameter so that FNAs could be collected at 0 hr, 6 hr, and 24 hr after treatment from a single node. Samples were collected at three clinical sites under the coordination of ACI, Washington, DC. These sites were Friendship Animal Hospital, Washington, DC (sample id FS); Red Bank Veterinary Hospital, Tinton Falls, NJ (sample id RB); and New England Veterinary Oncology Group, Waltham, MA (sample id NE). After FNA collection, the 30 samples were shipped to the CLIA (Clinical Laboratory Improvement Amendments) accredited Clinical Reference Laboratory (CRL) for RNA isolation and genomic profiling using the GeneChip Canine Genome V2.0 Array (Affymetrix). Seven days after treatment, the change in lymph node tumor volume was assessed and used to classify responders and non-responders. Five responder and five non-responder 0 hr (pre-treatment) RNA samples previously used for GeneChip analysis were chosen to undergo additional total-RNA transcriptome sequencing using the Illumina HiSeq 2000 platform at the Translational Genomics Research Institute (TGen). In addition, a control set of four non-diseased lymph node FNAs were collected from three dogs in the Pfizer Beagle animal colony for RNA isolation and genomic profiling on both the GeneChip and HiSeq 2000. The ten lymphoma and four non-diseased lymph node samples with both GeneChip and HiSeq data are the focus of this report. Four of the lymphoma dogs had been given previous treatment, as summarized in Table S1 that provides clinical details for each dog.

### Sample sets for analysis

Genome-wide expression profiles were obtained from fourteen RNA samples using both RNA-Seq and microarray. The set of samples chosen for each analysis depended on the stated goal of the analysis (Table 1). For comparing RNA-Seq with microarray, all samples were used. For comparing B-cell lymphoma with normal biopsies we required that the cytological analysis confirmed >70% lymphoblasts, that immunophenotyping for CD79a staining was present among the majority of lymphoblasts, and that genome-wide expression profiling did not identify a gene expression signature indicative of a substantial proportion of T-cells involvement.

**Table 1:** Sample Sets for Comparative Analyses.

Id	Sample set	Goal of analysis
All	10 cancer, 4 normal	Comparison of RNA-Seq with microarray. All samples.
BvN	4 B-cell lymphoma, 3 normal	Comparison of B-cell lymphoma with normal biopsies. Samples NE42, FS21, RB03, RB16.

### Cytology

Cytology slides were prepared and Immunohistochemistry (IHC) was performed for each FNA through ACI. The cytology report was used to determine the percentage of lymphoblasts in the sample, and IHC staining for CD3, CD79a, and MDR was used to designate a T-cell, B-cell, and Multi-Drug Resistant immunophenotype, respectively (Table S1).

### Microarray

RNA from FNA was extracted and purified with the RNeasy Micro kit (Qiagen) at Clinical Research Laboratory (CRL) and in order to proceed to genome profiling a sample had to exceed the quality control (QC) requirements: RNA yield >20 ng, A260/280≥1.8, and RNA Integrity Number (RIN)≥6.0. RNA that passed QC was amplified using the WT-Ovation™ Pico RNA Amplification System (NuGen Technologies, Inc). CRL carried out genomic profiling in 8 batches of 12 samples (all three time points for four subjects in each batch) using the GeneChip Canine Genome V2.0 Array (Affymetrix). GeneChip data was normalized to a 95% trimmed mean intensity of 500 using the MAS 5.0 algorithm within the Affymetrix Gene Console. Distributional analysis was performed using the R Affy package and image plots were generated with the AffyPLM package. Arrays with greater than 3-fold change from mean or lower than 30% present probes compared to the total number of probes on the array failed QC. In addition, visual inspection of the array images was performed to identify arrays that passed QC but had clear visual anomalies (e.g. air bubbles on the array). Re-processing occurred in instances of failure where sufficient RNA from the sample remained available. The distributional analysis and visual inspection was done for the longitudinal samples of all 30 subjects; none of the pre-treatment samples from the ten subjects used for additional RNA-Seq profiling or samples from the normal lymph nodes failed QC or required re-processing.

Microarray files for the 14 samples analyzed in this report are available on GEO, accession GSE41917.

### RNA-Seq

NGS was performed on the same RNA that was isolated at CRL and used for microarray analysis for ten of the 30 dogs (individually listed in Table S1) and on RNA from the additional four non-disease samples. 2 µg total RNA from each of these 14 samples was shipped from VARI to TGen for transcriptome sequencing using the Illumina HiSeq 2000. Upon receipt at TGen, the RNA QC was repeated. A more stringent QC was applied to the selection of these samples, which needed to exceed a minimum RIN of 9. All samples passed QC. Then, 10 ng of total RNA from each sample was processed with the Ovation RNA-Seq System (Nugen) for transcriptome amplification. Amplified samples were fragmented using Adaptive Focused Acoustic (AFA) Technology (Covaris - Model E210) to an approximate base pair target of 400 bp. Samples were end repaired using New England Biolab's NebNext DNA Sample Prep Master Mix Set with the addition of NebNext End Repair Reaction buffer and 5 µL NebNext End Repair Enzyme Mix (New England Biolabs) and purified using Ampure XP beads (Beckman Coulter). ‘A’ bases were added using NebNext's dA-tailing Reaction Buffer and Klenow enzyme (New England Biolabs). Samples were purified again using Ampure XP beads. Resulting samples were quantitated using Picogreen DNA quantification assay system (Invitrogen). A 10∶1 adaptor to DNA molar ratio was used to determine the appropriate amount of sample for ligation to Illumina's paired end annealed adaptors. Ligation was performed with the NebNext Quick Ligation buffer and NebNext DNA ligase (New England Biolabs). Ligation products were run on a 3% TAE gel for 2.5 hours at 120V to separate products. Cuts were made in the gel at 350 bp and 400 bp to extract the products with the appropriate insert size. USA Scientific's x-tracta™ gel extractors (USA Scientific) were used for making cuts. Cuts were inserted into Bio-Rad's Freeze ‘N Squeeze DNA Gel Extraction spin columns (Bio-Rad). Samples were purified using Ampure XP beads and enriched using PCR with Finnzymes 2X Phusion® High Fidelity PCR 2x Master Mix (Thermo Scientific). PCR products were run on a 2% TAE gel for 2 hours at 120 V and final products were punched using x-tracta gel extractors. DNA was extracted from the cuts using Freeze ‘N Squeeze columns, cleaned using Ampure XP beads, and run on an Agilent High Sensitivity Bioanalyzer chip DNA Kit (Agilent Technologies) to verify libraries. Average final library size was 260 bp.

Total RNA was sequenced on two flow cells (A and C) on the Illumina HiSeq 2000. The final sample concentrations were 11.0 pM on flow cell A and 12.0 pM on flow cell C. Standard paired-end sequencing using Illumina SBS sequencing Kit reagents (Illumina, Inc.) occurred over 9 days with turnaround chemistry at four days post-initiation. Binary data from the sequencer was converted into plain text format using BCL Converter software (version 1.7.1 - Illumina, Inc.) software using the default quality thresholds to discard low quality reads. This data was preprocessed and converted to standard FASTQ format containing 100-mer paired-end reads. These FASTQ files were used as inputs for the data analysis. The workflow is presented in Figure S1. Sequencing coverage statistics are listed in Table 2.

**Table 2:** Summary Statistics of RNA-Seq Alignment.

	# Reads Total (millions)	# Mapped Reads (millions)	Mapped Reads (% of Total)	# Annotated Mapped Reads (millions)	Annotated Mapped Reads (% of Total)	# Annotated Uniquely Mapped Reads (millions)	# Annotated Exactly Mapped Reads (millions)
155-1 (NE-45)	173	167	96.5	113	65.3	37.7	20.5
155-2 (RB-07)	79.6	76.4	96.0	65	81.7	23.8	9.9
155-3 (FS-25)	54.8	52.2	95.3	47.2	86.1	22.4	13.1
155-4 (FS-22)	76.6	73.6	96.1	63.6	83.0	25.1	9.9
155-6 (3024l)	61.6	58.0	94.2	51.4	83.4	20.8	9.7
155-7 (0063)	73.6	69.0	93.8	61.8	84.0	26.2	13.5
157-1 (RB-10)	106	99.4	93.7	81.2	76.6	32.5	13.1
157-2 (NE-42)	114	108	95.0	91.2	80.0	34.0	12.3
157-3 (NE-41)	99.8	94.2	94.4	78.6	78.8	39.4	16.4
157-4 (RB-03)	108	102	94.4	92.2	85.4	42.5	20.6
157-5 (FS-21)	112	105	93.6	95.8	85.5	30.4	12.5
157-6 (RB-16)	148	141	95.2	126.2	85.3	57.2	29.3
157-7 (3024r)	134	126	93.7	102.8	76.7	34.6	14.2
157-8 (2970)	94.0	87.6	93.2	78.8	83.8	31.8	16.0

Code 155 designates flow cell A, code 157 designated flow cell C, followed by the lane number. The sample ID is in parentheses. Normal samples are bolded. Annotated mappings result from Bowtie alignment with the Ensembl 63 GTF file. Uniquely mapped reads are mapped to only one region of the genome by the Bowtie aligner, and exactly mapped reads map to only one location and have no mismatches to the reference.

For differential expression analysis, sequencing data from each of the 14 lanes was analyzed in parallel, using 8 processing cores per lane and 112 processing cores simultaneously on the Saguaro2 high performance computing cluster resource (jointly provided by TGen and Arizona State University). The data was aligned to the canFam2 reference genome using Bowtie [37] both with and without an Ensembl annotation file (Canis_familiaris.BROADD2.63.gtf). Alignments were processed within Tophat [38] (version 1.2.0) to identify loci and splice junctions. Next, Cufflinks [39](version 1.0.2) was run with the Ensembl annotation file to estimate the relative abundance of the transcripts in the data. The fragments per million mapped read (fpkm) metrics at the gene and transcript level were used for subsequent statistical analysis of differential expression and sample variation.

Compressed raw sequencing files are provided in the Short Read Archive, accession SRA059558.

### Statistical Analysis

Calculations were performed using the R language and environment for statistical computing and graphics [40]. Extensive use was made of Bioconductor packages [41]. Surrogate Variable Analysis [33], [34] was performed using the sva package [42]. Sequences associated with Ensembl gene identifiers (by Ensembl version 63) were obtained using Biomart [43]. GC content was calculated using the seqinR package [44]. Distance-based multivariate analysis was performed using the vegan package [45].

#### Microarray expression statistics

Probe intensities were summarized for each probe set in each sample, and a detection call was made, using MAS5. Probe sets, Ensembl genes, and (Probe Set, Ensembl gene) pairs obtained from Biomart [43] define a bipartite graph. Connected subgraphs containing one Ensembl gene and at least one probe set define the set of Ensembl genes queried using microarray. An Ensembl gene was called present in a sample if at least one of the associated probe sets was called present. Genes that were not called present in at least three of thirteen samples were removed. Summary expression intensities for a gene were the average of the associated probe set intensities.

#### RNA-Seq expression statistics

Genes that were not called present in at least three of thirteen samples were removed. The value three was chosen because the smaller, non-disease group has three samples from different dogs. We do not require presence in four samples because we consider that the two samples taken from the same dog artificially reduce the variance and we do not want to discard genes that may be present in only normal but not disease dogs. Log-transformed expression statistics,, were obtained from FPKM using
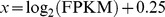

The addition of 0.25 eliminates the singularity at FPKM = 0. We chose 0.25 because it is approximately the 5% quantile of the non-zero FPKM and because in practice it does not substantially impact the results.

#### Univariate analysis

Genes differentially expressed between two sample groups (Table 1: B-cell vs Normal (BvN); All) were identified using the Welch two sample t-test. Normality was assessed for each technology and sample group by inspecting the distribution of gene p-values obtained using the Shapiro-Wilk test. We found no evidence for rejecting the normality assumption for oligonucleotide arrays or for normal RNA-Seq samples, that is, the gene p-value distributions are flat. 

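The spread of some genes differed between the groups of the BvN set. RELA, a subunit of the transcription factor NF-kB, had a log2 signal of 7.03 ± 2.30 (SD, n = 4) in the lymphomas, where RB16 alone, at 3.70, lay below a signal of 100, against 8.50 ± 0.09 (SD, n = 3) in the normal nodes. PSME1, an activator subunit of the proteasome, varied little in either group, with SDs of 0.16 and 0.05. With the Shapiro-Wilk test on the log2 signals of each of 8296 genes, 6.46% had a p under 0.05 among the 4 lymphomas and 4.81% among the 3 normal nodes. Groups of this size give the test little power for any one gene.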

A stronger statement about the normality would require additional samples. For RNA-Seq cancer profiles, there was some evidence for rejecting the normality assumption but it impacted fewer than 20% of the genes. The false discovery rate was limited using the method of Benjamini and Hochberg [25]. 

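BUB1B, a kinase of the spindle checkpoint, had a log2 signal of 9.43 ± 0.30 (SD, n = 4) in the B-cell lymphomas and 6.92 ± 1.06 (SD, n = 3) in the normal nodes, and NCAPH, a condensin subunit that compacts mitotic chromosomes, 10.29 ± 0.27 and 8.81 ± 0.33. For both genes every lymphoma lay above every normal node. Of the 8296 genes measured, 31.7% separated the groups completely in one direction or the other, where chance gives 5.71%. The methods' t-statistic was largest in size at the true grouping, among all 35, for 19.4% of genes, against 2.86% under the null.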

Permutation analysis based on the t-statistic provided clear evidence for differential expression: for 17% (RNA-Seq) or 22% (oligonucleotide arrays) of the 7,296 genes the maximum absolute value of the t-statistic was associated with the natural assignment to sample groups, compared with 1/35 under the null hypothesis.

#### Multivariate analysis on combined data

We used Surrogate Variable Analysis (SVA) [33], [42] to model expression data. As described above, multivariate observations were made in batches defined by the genomic technology; therefore batches may exhibit latent variation having different covariance. This suggests modeling genome-wide expression using
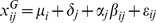
(1)where 

 is the expression profile (that is, a vector of G expression levels) associated with RNA sample i and measurement type j, is the expression profile for sample i, is the difference in location of measurement type j from due to the technology (that is, a technical batch effect), is a G×L_j_ matrix describing latent variation associated with measurement type j, is the L_j_- vector of coefficients that combine the columns of , and is error for which the covariance matrix is diagonal. Use of Eq. 1 requires choice of L_j_. Additional constraints would be required for identifiability.

Surrogate Variable Analysis (SVA) [33], [42] provides for decomposition based on a similar bilinear model,
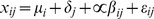
(2)where is a G×L matrix of surrogate variable loadings that must describe latent variation among all samples. Like Eq 1, Eq 2 accommodates both batch and latent variation. The rows of {} are not constrained as by Eq 1 and SVA chooses rows of {} to be orthogonal. We found, however, that SVA provided surrogate variables that satisfactorily capture the important features of the latent variables described in Eq 1 (see RESULTS). Therefore we used the results of SVA rather than develop and solve a probability model associated with Eq 1.

### Pathway Analysis

The set of canine genes (Ensembl identifiers) called present in at least three BvN samples by RNA-Seq and microarray (as per the *RNA expression statistics* section) was converted to a human gene space (Entrez identifiers) via BioMart and the R package Homovert for use with Gene Set Enrichment Analysis (GSEA) and GeneGO pathway analysis. This set is directly input into GSEA (v2.07) and run by setting the ‘collapse to gene symbol’ option to false, using ‘on-the-fly’ phenotypes corresponding to the labels for lymphoma samples versus normal samples, and permuting 1000 times on the gene set rather than the phenotype due to the small sample sizes. This is done separately for the microarray and RNA-Seq data since the intensity values are not equivalently derived. The gene set database versions 2.5 and 3.0 for all curated sets was used to show results in the expanded gene set space and persistent lymphoma hits.

Additionally, the positively expressed set of these genes was used to generate a topology map of ‘transcriptional activators’ by the Hidden Nodes Algorithm [46]. Then the positive expression data from the gene list and the topology map were overlaid on the pathway maps in GeneGo using the ‘Compare Experiments’ workflow.

Each individual canine sample was also processed within an internal personalized medicine engine, which required that the canine Affymetrix IDs be converted to human Affymetrix IDs for microarray data and that RNA-Seq canine Ensembl IDs be converted to human Affymetrix IDs, since the system was designed for use with human U133 2.0 Plus Affymetrix GeneChip microarray technology.

The canine microarray conversion occurs through the use of an in-house canine conversion tool that we routinely use. In this tool, each probeset's intensity value is converted to a Z-Score depicting its expression in terms of the number of standard-deviations from the mean expression of a normal canine reference set based on the 39 samples in GEO data set GSE20113. In cases where multiple probesets represent the same gene, they are aggregated to a single mean value for the appropriate Entrez gene identifier. The canine Entrez gene identifiers are then converted to human Entrez IDs using the homolog data from the NCI HomoloGene database 11/15/2010. Any ambiguously mapped canine IDs are removed. Finally, human Entrez gene identifiers are converted to human Affymetrix U133 2.0 Plus probesets based on the Affymetrix version 31 annotation file. The canine RNA-Seq conversion relies on a mean-based aggregation process using the Biomart mapping between canine Ensembl gene IDs and canine Affymetrix probeset IDs prior to the use of the canine conversion tool with a normal canine reference derived from the mean expression of the four normal RNA-Seq samples.

## Results

### Overview of RNA Sequencing Data

We sequenced 14 lymph node samples from 13 dogs, with each sample occupying one lane on an Illumina Hi-Seq 2000 flowcell. This produced between 55 and 175 million 100 bp paired-end reads per sample (Table 2). For comparative analysis with microarrays, we focused only on those reads which aligned to annotated regions of the canine genome, as microarray probes are designed primarily against annotated regions. We did not restrict the sequencing data to uniquely or exactly mapped reads, which is too stringent for the expected base-calling error of the sequencer [47] and similar to microarrays that allow for some measure of cross-hybridization. Instead, we allow for three mismatches (inclusive) within a read and a maximum read depth of 500 per bp.

### RNA-Seq appears more sensitive for detecting gene expression

Both RNA-Seq and microarray observations provide present detection calls for 15,092 genes in each of the 14 samples. The percent present detection calls provided by the two technologies agreed with high frequency (73%) and were statistically associated (Table 3; p<10^−15^, odds ratio >40). Among genes probed by both methods, percent present detection frequencies of 69% and 44% were obtained by RNA-Seq and microarray, respectively. Among genes called present using microarray over 97% were detected using RNA-Seq.

**Table 3:** Detection calls by Technology.

		RNA-Seq	
		Absent	Present
Microarray	**Absent**	30%	26%
	**Present**	1%	43%

Observations (15092 genes X 14 samples) were partitioned based on detection calls obtained from microarray and RNA-Seq.

### Decomposition of variation in all samples

One of our objectives is to compare the covariance of the latent variation associated with each technology. The dispersion of the RNA-Seq profiles is larger than that of the microarray profiles (p<5×^10−5^; Figure 1) based on a permutation test for heterogeneity of multivariate dispersions [48]. This larger dispersion for RNA-Seq transcripts might be due to either a larger dispersion associated with latent variation or to a larger dynamic range.

**Figure 1:**
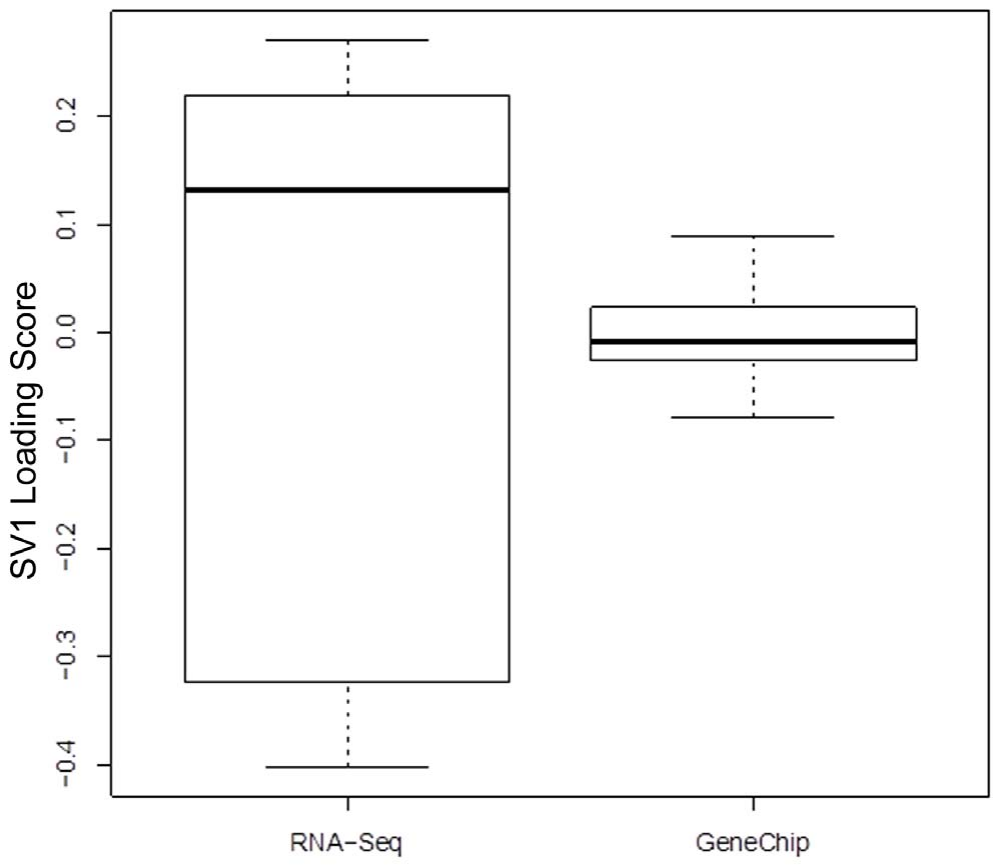
SVA Loadings by Technology. Scores from the first surrogate variable obtained from analysis of the combined RNA-Seq and microarray expression profiles reflect variation among RNA-Seq samples. Unexplained variation in the combined data set was captured using Surrogate Variable Analysis [42], which returns scores and loadings. The distribution of scores from the first surrogate variable is represented in box-and-whisker plots.

Surrogate Variable Analysis (SVA) [33], [34] provided for decomposition of the variation in a form very similar to that suggested by Eq 1 (see above). We found that the variation associated with transcript levels is substantial and highly statistically significant (Table 4), which justifies extracting the shared variation as we have done.

**Table 4:** SVA ANOVA.

	DF	SSE x 10-3	MSE x 10-3	F	Cum	p
Transcript	7	92	13.0	5.8	0.70	0.001
SV	1	24	24.0	11.0	0.18	0.001
Residuals	7	16	2.3		0.12	
Total	15	130			1.00	

Analysis of variance based on distance matrices [48].

SVA identified two surrogate variables. The variation associated with the surrogate variables is much larger for the RNA-Seq samples than for the GeneChip samples (Table 5). The greater variation for RNA-Seq is captured by the first surrogate variable (SV1; Table 5), which allows us to evaluate the origin of the larger dispersion. The loadings of SV1 are strongly associated with GC-content (Figure 2), suggesting that the well-known impact of GC content on the number of observed reads within samples [26]–[28] is reflected in the variation in the number of instances of the same read between samples. The second surrogate variable appears to be dominated by one GeneChip sample.

**Figure 2:**
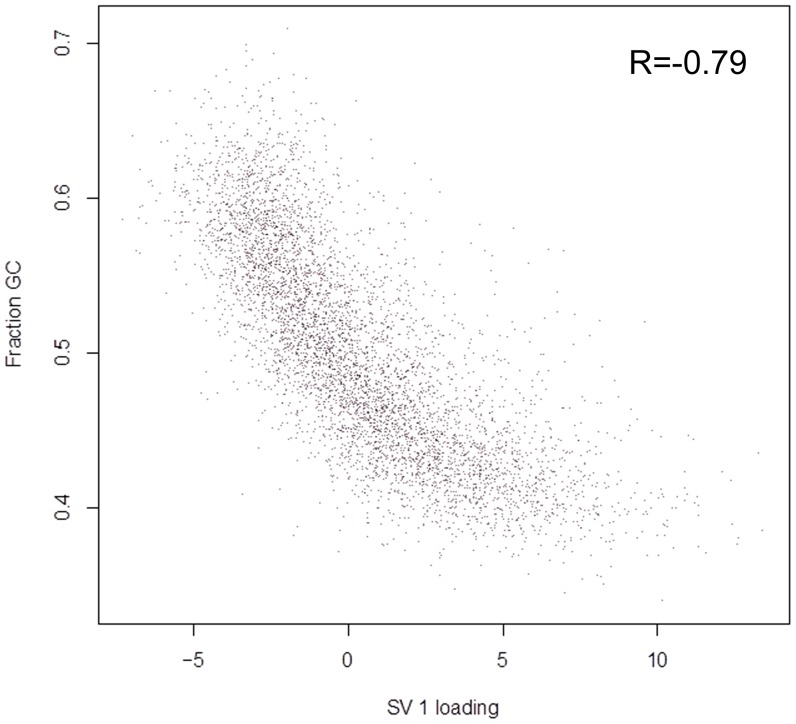
RNA-Seq SVA Loading Reflects GC Content in Transcripts. Loadings from the first surrogate variable, obtained from analysis of the combined RNA-Seq and microarray expression profiles, reflect transcript GC content. Unexplained variation in the combined data set was captured using Surrogate Variable Analysis [42], which returns scores and loadings. Each point represents a gene, located based on its first surrogate variable (SV 1) loading and GC content. Spearman correlation (R) is–0.79.

**Table 5:** Surrogate Variable Analysis.

	SV 1	SV 2
Microarray	1.3	7.0
RNA-Seq	56.0	2.1

Surrogate Variable[42] loadings by technology.

It is reasonable to expect that the larger dynamic range of RNA-Seq will result in larger variation. SV1 loadings are also associated with expression level and it is possible to identify genes for which RNA-Seq exhibits, with high statistical significance, an enhanced dynamic range. However, we found no clear evidence of an association of SV1 loadings with nonlinear response in the microarrays. Thus, the general impression is that this enhanced dynamic range makes a smaller contribution to the enhanced dispersion.

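RNA from 10 canine lymphomas and 4 lymph nodes of 3 healthy colony dogs was hybridized to Affymetrix Canine Genome 2.0 arrays, 1 array per sample. By label, 7 lymphomas were B-cell and 3 were T-cell. The nodes 3024l and 3024r came from the same dog. The labels describe the normal material as tissue and the methods as aspirates. The authors made the signals with MAS 5.0, which scales each array to a common trimmed mean, and they are on a linear scale. That mean lay at its target of 500 in every array. The median signal of a probe set ranged from 85.5 to 131 in the B-cell lymphomas, from 97.3 to 110 in the T-cell lymphomas and from 90.7 to 126 in the normal nodes. Between 6943 and 8382 genes per array had a signal of at least 100, and signals below that level lie near background. For the values given beside the sentences on these arrays, signals were taken to log2 and averaged per gene over the probe sets that carry 1 gene symbol, 29264 of 43035, which gave 15115 genes. The 439 probe sets with several symbols and the 13332 with none were not used. A comparison tested the genes with a signal of at least 100 in at least 3 of its arrays, with limma and Benjamini-Hochberg adjustment at 0.05. Where every array of a group lay below 100, the fold is given as a bound, with the dim group set to 100. The number of arrays limits the precision of every value.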

Filtration based on the first surrogate variable allowed us to analyze the RNA-Seq and microarray expression profiles simultaneously. More precisely, by row-centering the expression matrices obtained from RNA-Seq and microarray for each sample and by removing variation associated with the first surrogate variable from RNA-Seq data only, the variation associated with the difference between technologies is substantially less than the variation associated with the differences between samples. For example, both principal component analysis (Figure 3a) and hierarchical clustering (Figure 3b) identify three sets of expression profiles, each of which contains both RNA-Seq and microarray profiles for a disjoint set of samples: A–D (normal), E–J, and K–N.

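The normal nodes held more transcripts of macrophages and of connective tissue than either lymphoma class. The mean log2 signal of 31 myeloid markers was 10.04 ± 0.73 (SD, n = 4 nodes of 3 dogs) in A–D, 7.90 ± 0.43 (SD, n = 6) in E–J and 8.30 ± 0.62 (SD, n = 4) in K–N. For 32 markers of stroma and endothelium it was 9.54 ± 0.30, 7.39 ± 0.61 and 7.47 ± 0.73. On the first principal component of the 14 arrays, which held 21.0% of the variance of 9401 genes, the normal nodes scored from 54.3 to 68.7, E–J from −63.9 to −20.8 and K–N from −9.65 to 30.3. The second component set K–N, from 49.4 to 80.8, apart from all other arrays. Complete-linkage clustering of the arrays on Euclidean distance, taken to 3 groups, kept the 6 arrays of E–J together, placed 3 normal nodes with K–N and left the node 3024l alone. With average linkage, with 1 minus Pearson's r as the distance, with quantile normalization, without the signal filter, or with 50 added before log2, the 3 groups were A–D, E–J and K–N. Node 3024l also had a 3'/5' signal ratio for GAPDH of 23.2, against 3.30 to 5.31 in the other normal nodes. The paper states that principal component analysis and hierarchical clustering each identify these 3 sets, on combined array and RNA-Seq profiles.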

**Figure 3:**
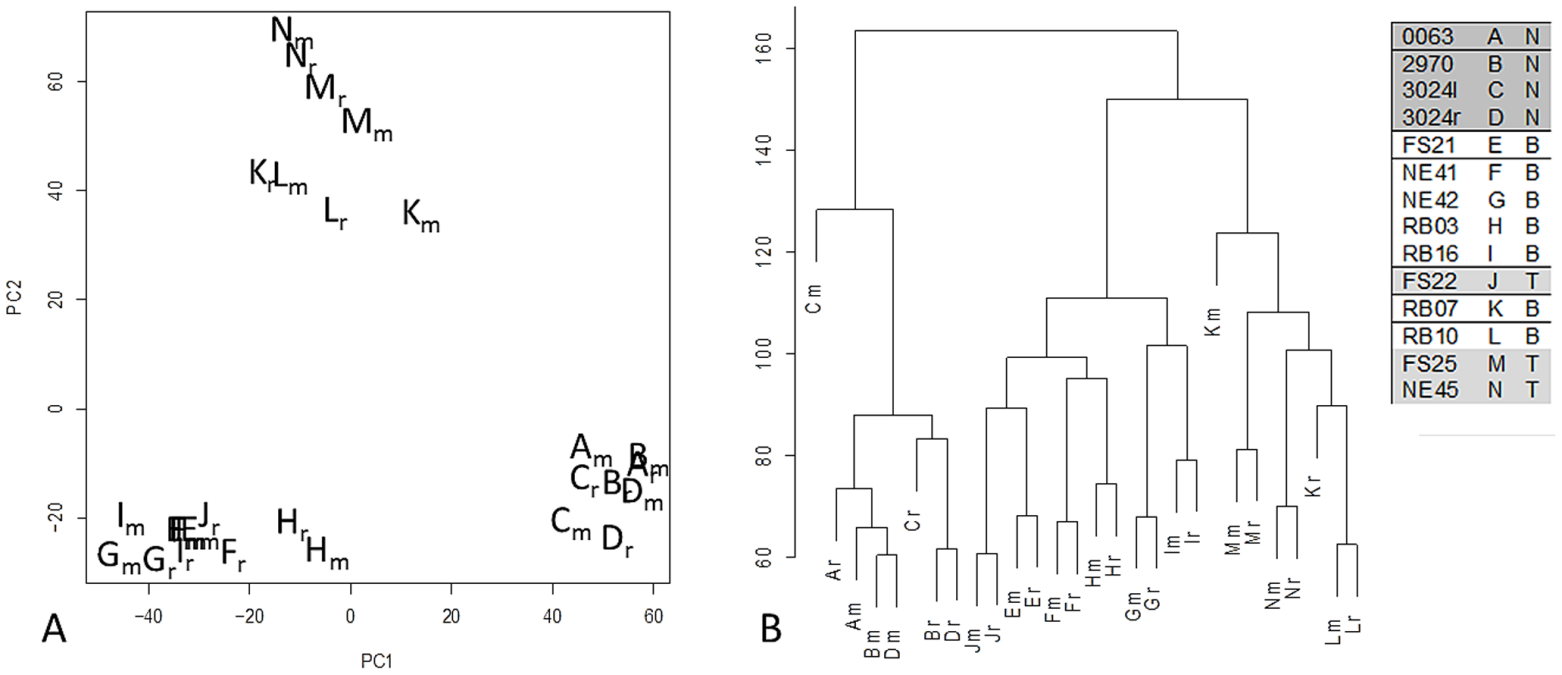
Expression Profiles Cluster by Sample Post-SVA Correction of RNA-Seq. Variation among expression profiles obtained using RNA-Seq is similar to that obtained using microarray after removing contributions of the first surrogate variable [42]. Each letter denotes a sample from a dog having a normal (N), B-cell (B), or T-cell (T) diagnosis as in the legend, with subscript ‘m’ run on the microarray platform and subscript ‘r’ run on the NGS platform. a) Principal component scores b) Hierarchical clustering

### RNA-Seq and microarray identified similar sets of differentially expressed genes in canine B-cell lymphoma

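The array data of the BvN set are the profiles of the B-cell lymphomas NE42, RB03, FS21 and RB16 and of the normal nodes 0063, 2970 and 3024r, each from a different dog. The study chose these lymphomas partly because their expression profiles showed no sign of many T cells, so a low level of T-cell genes in them is partly set by that choice. The normal nodes came from colony Beagles and these 4 lymphomas from clinic patients of other breeds, so breed, housing and collection site go with the diagnosis. So does the actin 3'/5' signal ratio, with 214.8 to 972.8 in the lymphomas and 106.6 to 198.2 in the nodes (GAPDH 3.76 to 8.60 and 3.30 to 5.31). The ratio can reflect RNA quality, but the methods state that the RNA of every sample passed a check of integrity before sequencing. Among these lymphomas, FS21 came from a dog that had received chemotherapy earlier. The filter on signal kept 8296 genes, in place of the MAS5 present calls of the methods, which were not used here.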

RNA-Seq and microarray observations were each used to compare samples that reflect B-cell lymphoma with normal samples (BvN). Genes (7,296) detected in at least three samples using both methods were used to evaluate differential expression. Both methods detected differences between normal and B-cell lymphoma samples at the limit of the permutation test (p = 1/35) [48]. 

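Genes of macrophages, stroma and T cells were among those reduced in the B-cell lymphomas. MARCO, a scavenger receptor of macrophages, fell by 6.41 on the log2 scale (standard error 0.36, adjusted p = 0.000833 from limma), from 14.24 ± 0.75 (SD, n = 3) in normal nodes to 7.83 ± 0.11 (SD, n = 4). CD209, a lectin of dendritic cells and macrophages, was at least 40.4-fold lower (adjusted p = 0.00292 from limma) and CCL14, a chemokine, at least 38.9-fold lower (adjusted p = 0.00242). DCN, a matrix proteoglycan, was at least 5.81-fold lower, and CD5, a surface receptor of T cells, at least 3.92-fold lower. In all, 902 genes changed, 289 higher and 613 lower in lymphoma. The groups differed over all genes with a pseudo-F of 4.41, which was the highest of the 35 groupings (exact permutation test, p = 0.0286, the smallest that 4 against 3 allow). The next highest was 3.53. The count of changed genes was 593 without NE42, 70 without 0063, 25 without 3024r and 15 without 2970. Quantile normalization raised the median log2 fold change of all genes by 0.13 and median centring by 0.15. From the multivariate test the paper concludes that both methods detected differences between the groups.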

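Among called genes that separated the groups, those with the largest log2 increases had signals below 100 in every normal node. That order rests on values near background, so it does not rank these genes against brighter ones. TFAP2B, a transcription factor of the AP-2 family, was at least 14.6-fold higher in the B-cell lymphomas (10.51 ± 0.49, SD, n = 4, on the log2 scale, adjusted p = 0.000582 from limma). PHEX, an endopeptidase gene known from phosphate metabolism, was at least 8.55-fold higher (adjusted p = 0.00242 from limma), and PKHD1, which encodes the cilium protein fibrocystin, at least 8.15-fold higher (adjusted p = 0.0146). EML5, a relative of microtubule-binding proteins, was at least 2.33-fold higher, a bound that does not show it to be among the largest increases. In the same 7 arrays the q-value approach, applied to the p-values of the methods' t-test, gave an estimate of 58.0% of the 8296 genes changed, and 33.6% of all genes when dim genes were kept.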

The F-statistic for the comparison obtained using microarray (5.9) was larger than that obtained using RNA-Seq (3.2) and the q-value method [49] suggests differential expression of 55% and 63% of the genome for RNA-Seq and microarray, respectively. 

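Array differences computed from the deposited signals were set beside the RNA-Seq differences that Data File S1 lists, using the first 1780 of its 7296 rows. PRDM1, a transcription factor of plasma cells, differed by −3.68 between lymphoma and normal on the arrays. Across the 1319 genes found in both, Pearson's r was 0.60 and Spearman's rho 0.44. The sign was the same for 59.4% of these genes. Genes are not independent replicates, and these rows may not stand for the rest of the file.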

The magnitude of differential expression was highly correlated (Figure 4; ρ = 0.6, p<^10−15^). 

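CD3G and ABCB1 passed the threshold of the study but not the stricter one of 0.05. CD3G, a chain of the T-cell receptor complex, had a log2 signal of 11.68 ± 0.95 (SD, n = 4) in the B-cell lymphomas and 13.34 ± 0.47 (SD, n = 3) in the normal nodes (adjusted p = 0.0886 from limma). ABCB1, a multidrug transporter, had 5.70 ± 1.84 and 8.06 ± 0.51 (adjusted p = 0.141), with FS21 and RB16 below a signal of 100, and its difference of −2.36 was −1.46 without FS21 and −1.44 with 50 added before log2. At the study's false discovery rate of 0.2, limma called 2827 of 8296 genes, 1183 higher and 1644 lower in lymphoma, or 34.1%. The methods' t-test called 2365 genes at this threshold and 8 genes at an adjusted p under 0.05. The count at 0.2 was 1583 without 0063, 1297 without 3024r and 959 without 2970.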

Identification of differentially expressed genes based on a false discovery rate threshold (0.2) by the two methods were highly associated (Table 6; p<^10−15^, odds ratio = 4.6). The univariate analyses were repeated after filtering latent variation associated with the first surrogate variable, which impacts RNA-Seq variation. The results (not shown) are qualitatively consistent but the p-values obtained after filtering are in general more significant.

**Figure 4:**
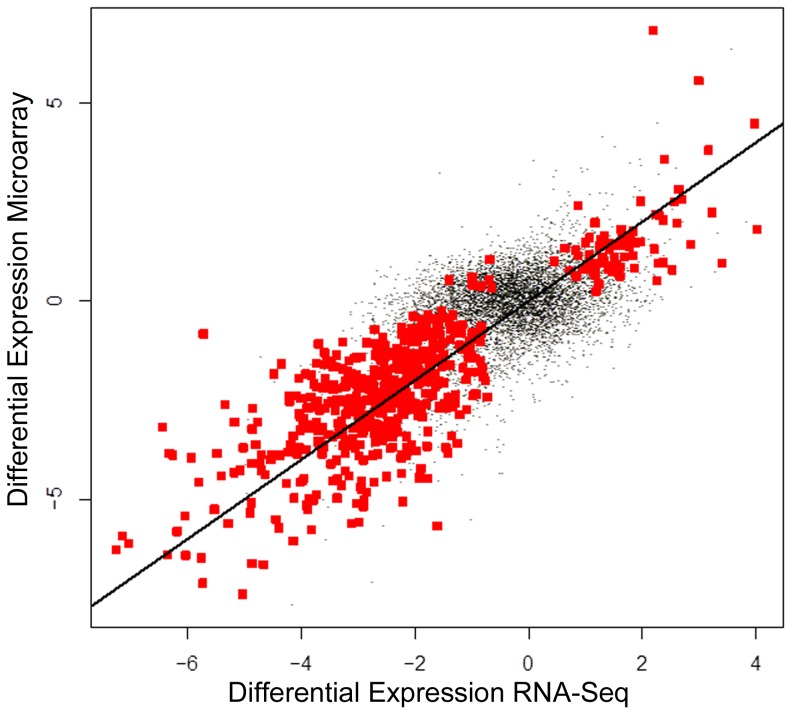
Differential Expression is Concordant Between Technologies. Estimates of differential expression obtained using RNA-Seq and Microarray are correlated. Points represent genes, located based on estimates of differential expression using RNA-Seq and Microarray. Red points represent genes for which FDR<0.2. The line corresponds to perfect agreement between the technologies.

**Table 6:** Differentially Expressed Genes by Technology.

		RNA-Seq	
		FALSE	TRUE
Microarray	**FALSE**	4342	269
	**TRUE**	2087	598

Gene counts (out of 7296) were partitioned based on detection of differential expression using RNA-Seq and microarray on sample set BvN.

### Pathway Analysis

Pathway analysis was limited to the B-cell lymphoma sample set and requires a lossy conversion of canine Ensembl gene IDs to human Entrez gene IDs that results in a set of 5,733 input genes (Data File S1). This gene set was used as input into GeneGo and GSEA for each technology. GSEA was performed against two gene set database versions producing four result sets (Data File S2). Enrichment in the RNA-Seq lymphoma phenotype was seen in 21 gene sets at nominal p-value<1% in version 2.5 and 55 gene sets were significantly enriched at nominal p-value<1% in version 3.0. The top 20 gene sets are provided in Table S2. Enrichment in the Microarray lymphoma phenotype was seen in 37 gene sets at nominal p-value<1% in version 2.5 and 128 gene sets at nominal p-value<1% in version 3.0. GeneGo reports were generated for each technology and for the combined analysis using the gene set values from the SVA model producing three result sets (Data File S3).

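Genes induced by interferon were higher in the B-cell lymphomas of the BvN set. Of 23 such genes, 5 rose and none fell (12 and 1 when adjusted over the list alone), with a median log2 fold change of 1.31. OAS1, which activates the antiviral ribonuclease RNase L, rose by 2.77 (standard error 0.34, adjusted p = 0.00714 from limma), from 6.72 ± 0.40 (SD, n = 3) to 9.49 ± 0.48 (SD, n = 4). IFI44L rose by 2.52. As a list they rose against other genes (camera, adjusted p = 1.51e-05), a call lost with an estimated correlation (adjusted p = 0.149 with an estimated correlation). Of 53 genes of B-cell receptor signaling, 3 rose and 3 fell (5 and 6 when adjusted over the list alone). Among them PPP3CC, a calcineurin subunit, rose by 1.54 and BCL2L1, an inhibitor of apoptosis, was at least 2.19-fold lower. None of 22 genes of antigen presentation passed the test, before or when adjusted over the list alone. Of 14 genes of germinal center B cells, 4 fell (5 when adjusted over the list alone, with 1 higher). Among them were BCL6, the repressor that directs this stage, by 2.65, and MME, which encodes CD10, by 2.67. The list was not called (camera, adjusted p = 0.0667, and adjusted p = 0.206 with an estimated correlation). BCL6 had a mean of 11.44 in K–N, where T-cell markers were high, and 11.27 in A–D, so its fall need not be one of germinal center B cells. MME had 6.16 and 10.1. Markers of other cells fell as well. Of 28 T-cell markers, 17 fell and none rose (25 lower when adjusted over the list alone), with a median of −2.81 (camera, adjusted p = 5.34e-11, and adjusted p = 0.147 with an estimated correlation). The study's choice of lymphomas without a T-cell signature bears on that list. Of 30 myeloid markers, 16 fell and none rose (23 lower when adjusted over the list alone), with a median of −2.76 (camera, adjusted p = 1.2e-10, and adjusted p = 0.149 with an estimated correlation).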

GeneGo disease sets support the lymphoma diagnosis and identify immune response activation congruent with B-cell function (Figure 5). Additionally, PI3K, NFkB, MYC, and CBP are pathway elements with maintained expression and high topological significance in the GeneGo pathway maps that appear alongside broader cell cycle and DNA damage repair responses including p53 (Figure 6, Data File S3). 

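Genes of cell division and of DNA repair rose in the B-cell lymphomas of the BvN set. Of 63 cell cycle genes, 19 rose and none fell (34 higher when adjusted over the list alone), with a median log2 fold change of 1.05. SPC25, a kinetochore subunit, rose by 1.89 (standard error 0.32, adjusted p = 0.0174 from limma), from 7.91 ± 0.20 (SD, n = 3) to 9.80 ± 0.51 (SD, n = 4), and STMN1, a regulator of microtubules, by 1.25. Of 67 genes of DNA repair and the damage response, 11 rose and none fell (21 higher when adjusted over the list alone). POLE2, a subunit of DNA polymerase epsilon, rose by 2.43, FANCD2, a Fanconi anemia protein, by 2.09, and the checkpoint kinase CHEK2 by 1.43. MYC itself rose by 1.08 (standard error 0.23, adjusted p = 0.029 from limma). Of 52 MYC target genes, 11 rose and none fell (12 higher when adjusted over the list alone), among them the chaperone genes HSPD1 and HSPE1, each by 1.22. These 3 lists rose against other genes (camera, adjusted p of 1.24e-16, 4.96e-10 and 1.93e-08). No call held with an estimated correlation (adjusted p = 0.149, 0.147 and 0.252 with an estimated correlation, in the same order). CREBBP, which encodes CBP, had 9.37 ± 0.52 and 9.93 ± 0.20 (adjusted p = 0.284). The paper states that PI3K, NFkB, MYC and CBP keep their expression beside these responses.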

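Markers shared by B cells were higher in the B-cell lymphomas than in normal nodes, which also hold many B cells. Of 17 pan B-cell markers, 3 rose and none fell (8 higher when adjusted over the list alone), with a median log2 fold change of 0.84. In the same arrays the median was −2.81 for T-cell, −2.76 for myeloid and −2.26 for stromal markers, and a larger share of B cells alone would also raise B-cell markers. BANK1, a scaffold of B-cell receptor signaling, rose by 1.94 (standard error 0.35, adjusted p = 0.0206 from limma), from 10.43 ± 0.26 (SD, n = 3) to 12.36 ± 0.58 (SD, n = 4). MS4A1, which encodes CD20, rose by 1.65 and EBF1, a transcription factor of the B lineage, by 1.02. CD22, an inhibitory coreceptor, had 12.37 ± 0.38 and 11.73 ± 0.40 (adjusted p = 0.210), and CD79B, a chain of the B-cell receptor, 10.53 ± 0.53 and 9.39 ± 0.40 (adjusted p = 0.0819). CD79A, its partner chain, had 10.38 ± 1.01 and 10.13 ± 0.40 (adjusted p = 0.785), a difference of 0.25 that ranged from −0.13 without FS21 to 0.61 without NE42. The list rose against other genes (camera, adjusted p = 5.74e-05), a call lost with an estimated correlation (adjusted p = 0.175 with an estimated correlation). With all 7 lymphomas labelled B-cell in place of the 4, the median was −0.02 (camera, adjusted p = 0.633).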

Within these pathway maps, the expression of pan B-cell markers appears as expected and is connected topologically to PI3K activity (Figure 7a). GSEA was used as a second method to verify the enriched pathway maps (Figure 7b) and pan B-cell marker enrichment (Figure 7c). 

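TOP2A, the topoisomerase that doxorubicin poisons, rose by 1.38 in the B-cell lymphomas (standard error 0.28, adjusted p = 0.0252 from limma), from 11.29 ± 0.31 (SD, n = 3) to 12.67 ± 0.32 (SD, n = 4) on the log2 scale. DPYD, which breaks down 5-fluorouracil, fell by 1.66, from 8.21 ± 0.42 to 6.55 ± 0.41, with RB03 and FS21 below a signal of 100. These and the transporter gene ABCC1 were the members that passed the test among 14 genes tied to resistance to doxorubicin or 5-fluorouracil, with 2 higher and 1 lower (4 and 2 when adjusted over the list alone). The list had a median log2 fold change of 0.45 and did not rise against other genes (camera, adjusted p = 0.126). It did with genes of a signal of at least 200 alone (camera, adjusted p = 0.0422). TOP2A is also a gene of dividing cells. The list holds a drug target, an enzyme of drug breakdown and a transporter, so neither its counts nor its direction can be read as resistance.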

GSEA also identifies a Doxorubicin resistance signature in this cohort of samples (Figure 7b). 

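ABCC1, a transporter that exports doxorubicin among other drugs, rose by 1.01 on the log2 scale in the B-cell lymphomas of the BvN set (standard error 0.26, adjusted p = 0.0466 from limma), from 8.59 ± 0.15 (SD, n = 3) to 9.60 ± 0.34 (SD, n = 4). Against the mean of the 3 normal nodes of that set, its signal was 2.54-fold in FS21, 2.30-fold in RB16, 1.92-fold in RB03 and 1.49-fold in NE42. NE41, a B-cell lymphoma outside the set, had 1.31-fold. FS21, the highest, came from a relapsed dog that had received chemotherapy before sampling, while RB16, RB03, NE42 and NE41 came from untreated dogs. An effect of earlier treatment was not tested. Each of the lymphomas is a single array, so these folds carry no error of their own. The paper's array conversion uses a reference of 39 other normal samples, so the folds are not on its scale.

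**Figure D1:**
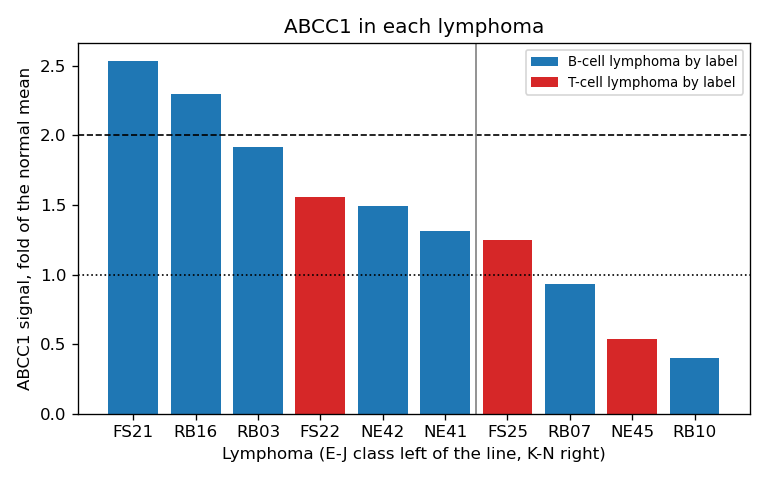
ABCC1 signal of each lymphoma as the fold of the mean of the 3 normal nodes of the BvN set. Bars are single arrays, the dotted line is the normal mean and the dashed line 2-fold. FS21 and RB16 lie above the dashed line.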

Each of the samples in our study has also been processed through an internal prediction engine that generates a drug treatment report for individuals, and in 3 of 4 individual cases in the B-cell lymphoma cohort a ‘Doxorubicin insensitive’ determination was predicted as well. The basis of this prediction is a curated rules-based determination in medical literature that states the effects of over- or under- expression of a biomarker on drug resistance or sensitivity. The relevant rule in this case states that IF ABCC1>2-fold, THEN Doxorubicin RESISTANT, where ABCC1 is a well-known multi-drug resistance marker [50].

**Figure 5:**
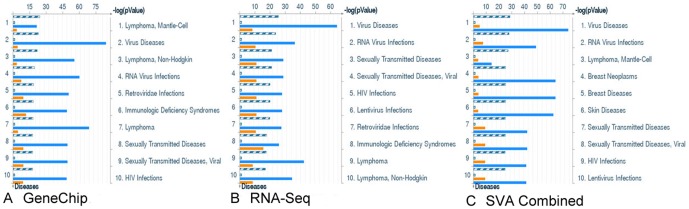
GeneGo Disease Categories. GeneGo Disease categories expression (orange) and topology overlay (blue) show broad support for lymphoma and infectious disease. Similar genes are in grey and common genes (in all samples) are in stripes. a) Disease categories called by microarray dataset b) Disease categories called by RNA-Seq dataset c) Disease categories called by combining the microarray data and RNA-Seq data using SVA.

**Figure 6:**
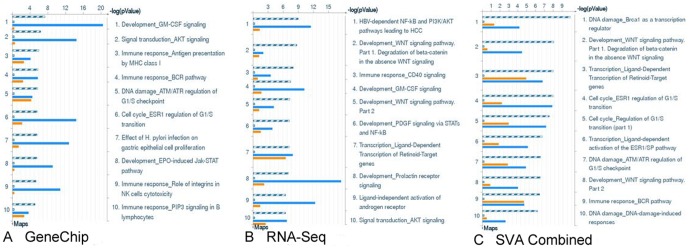
GeneGo Pathway Maps. GeneGO Pathway Maps by expression (orange) and topology overlay (blue). Similar genes are in grey and common genes (in all samples) are in stripes. A) Top ten maps based on microarray platform B) Top ten maps based on RNA-Seq platform C) Top ten maps based on combining the microarray data and RNA-Seq data using SVA.

**Figure 7:**
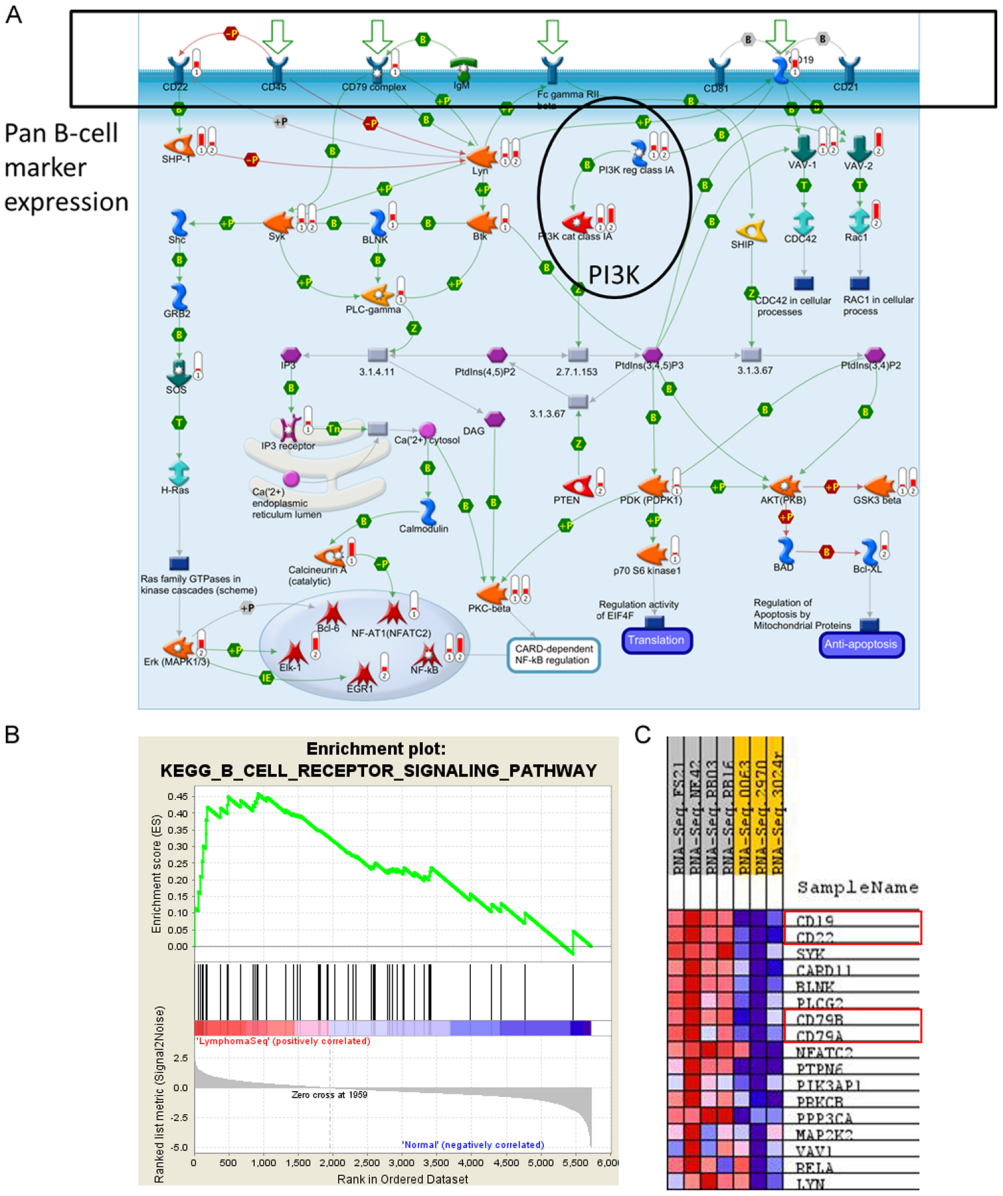
Canine B-Cell Lymphoma Pathway Analysis. a) ‘Immune Response BCR Pathway’ map generated from the combined SVA GeneGo dataset shows pan B-cell markers (CD19, CD22, CD79). The level of indicator 1 at each node denotes upregulated transcriptional expression BvN. The level of indicator 2 at each node denotes topologically discovered transcriptional activators based of the Hidden Nodes Algorithm. b) Supporting gene set enrichments for B cell biology from the top 20 sets by GSEA using the version 2.5 and 3.0 gene set databases (highlighted). The three B-cell maps shown in version 2.5 but not version 3.0 are still represented in the 3.0 enrichment list, but at a lower rank. Namely, BIOCARTA_BCR_PATHWAY is rank 22, ST_B_CELL_ANTIGEN_RECEPTOR is rank 27, and SIG_PIP3_SIGNALING_IN_B_LYMPHOCYTES is rank 33. c) Pan B-cell markers (Gene identifiers boxed in red) enriched in lymphoma in GSEA set ‘KEGG_B_CELL_RECEPTOR_SIGNALING_PATHWAY’, which was chosen because it represents a similar signaling space to the GeneGo map in part a.

## Discussion

The data model presented here represents both technical and biological sources of variation. Variation shared between RNA-Seq and microarray expression profiles reflects variation present in the RNA samples, while the remaining variation is associated with the technologies. The statistical treatment of the data allowed us to distinguish variation arising from these different sources. Indeed, applying SVA to our data revealed a strong correlation with known technical biases associated with RNA-Seq [26]–[28], [51] and removing the associated variation from the RNA-Seq samples resulted in the two technologies pairing by individual sample.

We used two strategies for evaluating the extent to which RNA-Seq and microarray expression profiles share variation. Perhaps the most common approach to comparing differential expression profiles across platforms is to compare the results of a collection of univariate statistical analyses, one analysis for each gene. Figure 4 gives the general impression that variation is shared genome-wide, that is, the agreement between the two technologies is not limited to a small proportion of highly differentially expression genes. Evaluating the shared variation using univariate analysis is limited in that it does not provide for capturing latent variation associated with each technology. Multivariate analysis attributes 70% of the variation to that present in the RNA samples (Table 4) and rejects (p<0.001) the null hypothesis that variation is shared only by chance.

While SVA provides the basis for a satisfactory interpretation of the combined data set, it is important to address three limitations of our use of SVA. First, we have not attempted to capture differences in dynamic range between RNA-Seq and microarray. It is reasonable to expect that the larger dynamic range of RNA-Seq will result in larger variation. We found latent variation to be highly associated with GC content but, in contrast, found no clear evidence of an association pointing to nonlinear response in the microarrays. Second, the model underlying SVA does not explicitly capture different latent variables for the different technologies. However, Figure 1 and Table 5 give the general impression that we have, in effect, attained such a separation. Third, SVA may capture latent variables that confound design variables [42]. While removing confounding variation is desirable and an important stated goal of SVA, the possibility remains that estimates of differential expression associated with design and latent variables co-vary. We note, however, that pairs of coefficients of surrogate variables associated with the same RNA are uncorrelated so that, in our case, SVA captures latent but not confounding variation. Also, while removing true biological variation is a concern when using an inter-sample correlation matrix-based method to correct confounding variation [52], our approach for applying this procedure only to RNA-Seq data but not microarray data and the resulting concordance between the technologies suggests that we have targeted technical rather than biological variation. This approach should prove valuable for enhancing comparative cross-platform data analysis with NGS and chip-based platforms.

Our statistical procedure produced three latent sample classes. The normal samples are readily identifiable along with two distinct cancer classes. These latter two classes do not correspond to an obvious distinction in breed, age, prior chemotherapy, drug response to the PI3K inhibitor, treatment center, flow cell, lane effects, % tumor cellularity, or B- vs. T- cell lymphoma. 

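The classes differed in the genes that mark B and T cells. The mean log2 signal of 17 pan B-cell markers was 9.56 ± 0.44 (SD, n = 6) in E–J and 5.77 ± 0.91 (SD, n = 4) in K–N, and that of 31 T-cell markers 6.50 ± 0.40 and 9.82 ± 0.23. Both differences had an exact permutation p of 0.00476, the smallest that 6 against 4 allow, and 0.02 after adjustment over 21 lists. Among single genes, CD40, a receptor of B cells, was higher in E–J by 2.49 (standard error 0.34, adjusted p = 0.00200 from limma) and CD3E, a chain of the T-cell receptor complex, fell by 4.17 against K–N (standard error 0.38, adjusted p = 0.000179). By label, E–J holds 5 B-cell lymphomas and the T-cell lymphoma FS22, and K–N the B-cell lymphomas RB07 and RB10 and the T-cell lymphomas FS25 and NE45. The difference of both means was −4.67 in RB07, −2.69 in RB10 and 2.28 in FS22. Between the 7 B-cell and 3 T-cell lymphomas by label, limma called 0 of 8568 genes, with 313 at an unadjusted p under 0.05, and the methods' t-test also 0. The lists leaned with the label, with a median log2 fold change of 1.86 for pan B-cell and −1.78 for T-cell markers, beside 3.53 and −3.49 between the classes. The study formed the classes from these profiles, so the tests between them are not independent of the grouping. The paper states no obvious match of the classes with the clinical or technical features it lists.

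**Figure D2:**
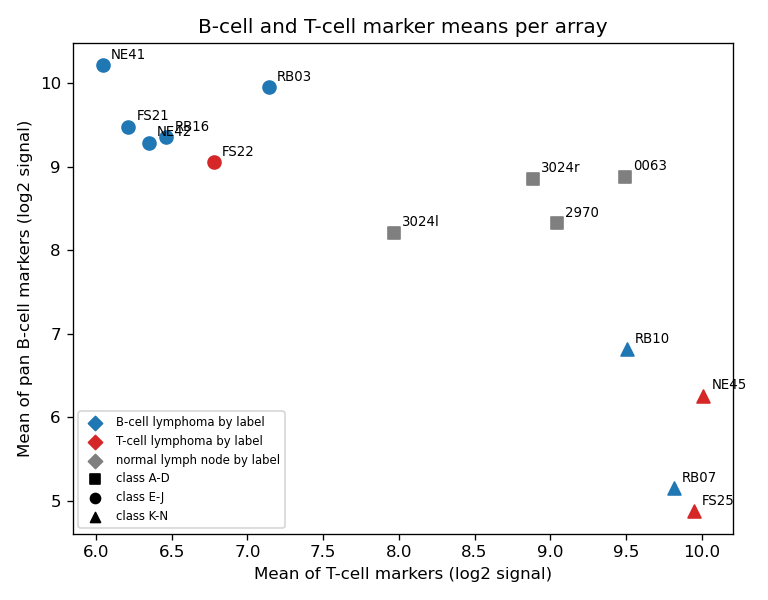
Mean log2 signal of pan B-cell markers against that of T-cell markers in each array. Colors give the label and shapes the class. FS22 lies with the B-cell lymphomas of E–J, RB07 with the T-cell lymphomas of K–N, and RB10 between these and the normal nodes.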

An interesting possibility, at least in dogs, is that we have identified a therapeutically relevant lymphoma subtype that is more robust than a B- or T-cell lymphoma diagnosis. 

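A few genes of cell division were lower in E–J than in K–N. Of 65 cell cycle genes, 4 were lower and none higher in E–J (also 4 when adjusted over the list alone). SPC25 fell by 1.85 against K–N (standard error 0.30, adjusted p = 0.00439 from limma), CDK2, a kinase of the G1 to S transition, by 1.17, and NUF2, another kinetochore subunit, by 1.05. The mean of the list was 8.87 ± 0.37 (SD, n = 6) in E–J and 9.10 ± 0.32 (SD, n = 4) in K–N (exact permutation test, p = 0.338), against 7.84 ± 0.18 (SD, n = 4 nodes of 3 dogs) in the normal nodes. By camera the list was lower in E–J (adjusted p = 0.0129), a call lost with an estimated correlation (adjusted p = 0.636 with an estimated correlation), without NE41 (adjusted p = 0.170) and without NE45 (adjusted p = 0.223). In all, limma called 807 of 8568 genes between the classes, 466 higher and 341 lower in E–J, and 515 without FS25. Of 53 genes of B-cell receptor signaling, 18 were higher and 2 lower (20 and 6 when adjusted over the list alone). Of 25 interferon-induced genes, 13 were higher and none lower (16 higher when adjusted over the list alone), with list means of 9.15 ± 0.54 in E–J and 7.25 ± 0.52 in K–N (adjusted exact p = 0.02, and adjusted p = 0.118 from camera with an estimated correlation). The study formed the classes on these profiles.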

The differentially expressed gene list between the latent classes represented a general shift in the importance of cell cycle regulation. 

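ABCC1 had a log2 signal of 9.43 ± 0.37 (SD, n = 6) in E–J and 8.09 ± 0.74 (SD, n = 4) in K–N, which is 1.34 higher in E–J (standard error 0.35, adjusted p = 0.0358 from limma). Against normal nodes its fold was 1.25 in FS25, 0.93 in RB07, 0.54 in NE45 and 0.40 in RB10, all of K–N, and 1.56 in FS22 of E–J. FS25, RB07 and FS22 came from relapsed dogs with earlier chemotherapy, and NE45 and RB10 from untreated dogs. ABCC5, a related transporter, went the other way and was at least 3.33-fold lower in E–J (adjusted p = 0.00197 from limma). Of 15 genes tied to resistance to doxorubicin or 5-fluorouracil, 1 was higher and 3 were lower in E–J, also when adjusted over the list alone. The mean of that list was 8.72 ± 0.23 in E–J and 8.92 ± 0.12 in K–N (exact permutation test, p = 0.143). The list has no single direction that stands for resistance.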

Although it is unclear what other characteristics might separate these latent groups, we note that the candidate doxorubicin resistance phenotype is only found within the E-J latent class. A larger sample set would be needed to explore the robustness of these classes and possible distinguishing features.

Additionally, the sequencing depth of these genomes is sufficient to detect genomic features such as differential splicing and alternative transcripts. In general, there are two ways to approach this for an organism with a reference genome and genome annotation: either genome-reference based transcript assembly or reference-annotation based transcript assembly (summarized in [39]). While we have used both methods to generate transcript sets for our data, there are a few issues that complicate the interpretation of the results. First, the canine genome annotation is not very advanced and suffers from numerous challenges (summarized in [53]). Thus, reference-annotation based transcript assembly is currently a less reliable method for novel transcript discovery. Genome-reference based transcript assembly is derived from earlier methods based on Expressed Sequence Tag (EST) libraries that may be more preferable for canines. Transcripts mapped in intergenic or intronic regions can evaluated against existing EST libraries (as in [54]), but here too the canine resources exist but remain sparse [55]. Since we have few samples, from mixed breeds, that are not only mixed (B-cells and T-cells), but also cancerous (which alters the proportion of cell types in the tissue), a proper treatment of how these issues impinge on novel transcript detection and isoform switching is still under investigation.

The two technologies agreed frequently by both detection and differential expression, with slight advantages for both. Detection calls for either RNA-Seq or microarray may reflect Type I or Type II errors so definitive conclusions might be based, for example, on a gold standard and ROC analysis as was done for simulated data in [56]. Instead, we used established methods for calling the presence of expression and found that the results are consistent with published observations that RNA-Seq may provide for more sensitive detection of transcripts than microarrays [54]. This sensitive transcript detection may contribute to the better resolution of cell type specific distinctions observed with RNA-Seq data during GSEA and GeneGo analysis. On the other hand, the higher percentage of differentially expressed genes identified by microarray raises the possibility that the microarray observations have greater statistical power for identifying genome-wide differential expression. We note that this high percentage is not based on filtration with respect to the magnitude of the differential expression, nor does it reflect an effort to limit the false discovery rate. It is reported simply as one summery measure of sensitivity. This might be reflected in GSEA, where microarray data enriches more gene sets at higher NES scores than RNA-Seq. Alternatively, the RNA-Seq platform may capture a wider range of biological variation, thus limiting global differential expression calls. The use of read count data may be more appropriate for assessing differential expression calls unlikely to be contributed due to biological variation [57]. However, normalization methods for read counts (such as in [58]) operate under the assumption that the majority of genes will not be differentially expressed. That assumption does not necessarily hold for our samples, given that even for normal lymphoid samples “at least 65% of transcripts are subtly but significantly different in B and T cells. [59]” The impact of alternative normalization schemes that could impact differential expression calls were not explored in this analysis. Original FPKM values are provided in Data File S4.

All of the downstream analysis tools (GSEA, GeneGo, and our prediction engine) require human information and were designed to operate from microarray platforms. While GeneGo does provide some functionality for canine IDs directly, the topology tool does not and thus we experienced the same lossy conversion between canine and human gene spaces when using GeneGo as with the other tools. However, it is promising that the converted canine data align with many human pathways known to be involved in human lymphoma, discussed briefly below. Although we are limited to seeing transcriptional changes in the current study, the GSEA and GeneGo expression analysis make the most of identifying context for transcriptional expression changes, while the addition of the topology tool helps identify additional areas of activity that likely direct transcriptional changes without necessarily being modified at the transcriptional level.

Numerous signaling pathways implicated in human lymphoma were identified in canine lymphoma by GSEA and GeneGo pathway analysis with topologic discovery. We observed PI3K pathway activity, which was particularly relevant since the origin of these samples was a phase I trial of a novel PI3-K inhibitor in dogs with B and T-cell lymphomas. 

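Of 30 genes of PI3K, AKT and mTOR signaling, 3 fell and none rose in the B-cell lymphomas of the BvN set, also when adjusted over the list alone. Over all 8296 genes, 613 fell and 289 rose, together 10.9%, so 3 of 30 is near the share of all genes. PIK3CG, the catalytic subunit p110 gamma, fell by 2.73 on the log2 scale (standard error 0.44, adjusted p = 0.015 from limma), from 11.17 ± 0.33 (SD, n = 3) to 8.44 ± 0.77 (SD, n = 4). PIK3C2A, a class II kinase, fell by 1.01, and INPP4B, a phosphatase that opposes the pathway, was at least 3.40-fold lower. The catalytic subunit PIK3CA had 10.73 ± 0.25 in lymphoma and 10.30 ± 0.12 in normal nodes (adjusted p = 0.251), and PIK3CD, the form of leukocytes, 8.86 ± 1.34 and 10.57 ± 0.22 (adjusted p = 0.144). The list's median was −0.26 (camera, adjusted p = 0.174). Markers of T cells and myeloid cells, which also express PIK3CG, fell in the same arrays. Transcript levels do not measure the pathway activity that the paper infers by topology.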

During the originating dose escalation study, the anti-tumor effects of the drug were found to be largely dose dependent, and thus statistical association between drug response and predicted levels of pathway activation at analytical baseline (prior to onset of therapy) could not be assessed. However, there is anecdotal evidence for effect in subject NE42 with B-cell lymphoma and a high score for inferred PI3K pathway activation (via topological analysis), who achieved a partial response per RECIST criteria (data not shown). The PI3K/Akt/mTOR pathway is known to be deregulated especially in NHL (a primarily B-cell lymphoma in humans) [60], [61], and the response of both this dog and two of our T-cell lymphoma dogs (a much more rare condition in humans) to the high dose of the inhibitor is promising. While we observed little to no topological enrichment at the Akt and mTOR hubs in the canine samples, this could possibly be due to the known loss in data conversion between species or a slightly different biology in the canine disease. However, a larger signaling system has recently been implicated in B-lymphomagenesis that ties together many of the active pathways observed in our canine samples [62]. This includes CD19, PI3K, MYC, and GSK3β. In addition, we observed indications of pathway activity through LYN and SYK, tyrosine kinases known to be involved in B-cell signaling and cross-talk with the PI3K/Akt signaling pathway [61], [63]. 

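AKT1, the kinase downstream of PI3K, had a log2 signal of 6.41 ± 0.91 (SD, n = 4) in the B-cell lymphomas and 5.74 ± 1.36 (SD, n = 3) in the normal nodes (adjusted p = 0.559 from limma). MTOR, the kinase of the growth-control complexes, had 6.45 ± 0.69 and 6.70 ± 0.21 (adjusted p = 0.687). PDPK1, which activates AKT, had 8.71 ± 0.44 and 8.93 ± 0.16 (adjusted p = 0.629). The mean signals of AKT1 in both groups and of MTOR in the lymphomas lay below 100, near background. For these genes and those that follow, transcript levels do not test activity inferred by topology, which need not change a gene's own transcript.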

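GSK3B, a kinase inhibited by AKT, had a log2 signal of 10.08 ± 0.37 (SD, n = 4) in the B-cell lymphomas and 10.35 ± 0.15 (SD, n = 3) in the normal nodes and did not pass the test. PIK3R1, the regulatory subunit of PI3K, had 9.41 ± 0.48 and 10.19 ± 0.27 (adjusted p = 0.154 from limma), and PIK3AP1, an adaptor of PI3K in B cells, 10.56 ± 0.42 and 10.50 ± 0.45 (adjusted p = 0.914).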

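Of LYN, SYK, BTK, BLNK and PLCG2, which act next to the B-cell receptor, BTK passed the test at 0.05, and the other genes had higher means in lymphoma with an adjusted p between 0.05 and the study's threshold of 0.2. BTK, a kinase that LYN and SYK activate, rose by 1.66 on the log2 scale (standard error 0.27, adjusted p = 0.0157 from limma), from 10.07 ± 0.24 (SD, n = 3) to 11.73 ± 0.35 (SD, n = 4). LYN had 12.00 ± 0.18 in lymphoma and 11.34 ± 0.23 in normal nodes (adjusted p = 0.102), and SYK 9.53 ± 0.59 and 8.05 ± 1.27 (adjusted p = 0.154), a difference of 1.48 that ranged from 0.83 without 2970 to 2.10 without 0063 and was 0.71 with the linear average of probe sets. BLNK, the adaptor phosphorylated by SYK, had 10.20 ± 0.55 and 7.67 ± 1.57 (adjusted p = 0.0592), a difference of 2.54 that ranged from 1.64 without 2970 to 3.00 without 3024r, and PLCG2, the phospholipase it recruits, 11.62 ± 0.11 and 10.78 ± 0.30 (adjusted p = 0.0585).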

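PSME1 had a log2 signal of 13.22 ± 0.16 (SD, n = 4) in the B-cell lymphomas and 12.59 ± 0.05 (SD, n = 3) in the normal nodes (adjusted p = 0.0938 from limma), and PSME2, its partner in the 11S activator, 10.94 ± 0.43 and 10.18 ± 0.20 (adjusted p = 0.136). Both genes had higher means in lymphoma and lay under the study's threshold of 0.2. At 0.05, none of 19 genes of the proteasome and immunoproteasome passed the test, also when adjusted over the list alone. As a list they rose against other genes by a median of 0.35 (camera, adjusted p = 0.00475), a call lost under quantile normalization (adjusted p = 0.116) and with an estimated correlation (adjusted p = 0.175 with an estimated correlation). Of 24 genes of NF-kB signaling, TNIP1, an inhibitor of the pathway, fell by 1.02 (standard error 0.21, adjusted p = 0.0287 from limma), and no gene rose (4 lower when adjusted over the list alone). NFKBIA, which encodes the inhibitor that holds NF-kB in the cytoplasm, had 11.77 ± 0.42 and 12.83 ± 0.12 (adjusted p = 0.0543). The list's median was −0.35 (camera, adjusted p = 0.213). These are transcript levels and do not measure NF-kB activity.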

We also observed indications of hematopoietic inflammatory response by the immunoproteasome (including the 20S core, 11S regulatory subunit, and PSME1/2 proteasome activators) and NFkB activity. This observation has been made in human lymphoma before, leading to rationale trials of the protease inhibitor Bortezomib with the expectation that it would prevent the degradation of IKBα and thereby block NFkB activity [64]. Altogether, our approach for reducing sample variability and applying human-compatible systems biology tools to canine data supports a thorough sampling of the disease space for B-cell lymphoma.

The identification of a viral disease state in the lymphoma samples (Figure 6) could signal either an infectious component to lymphoma pathogenesis or a more general mobilization of B-cell immune signaling pathways in disease. Numerous infectious organisms have been associated with human lymphoma, including Epstein-Barr virus (EBV), hepatitis B/C (HBV, HCV), HIV, and *Heliobactor pylori* [65], [66], although the role of these infections in making individuals susceptible to or outright causing lymphoma has not been established. Likewise, some correlative evidence for EBV infections in canine lymphoma cases has been surfacing by serologic, PCR, and ISH detection methods [67], [68]. Given the suggestion of viral etiology in our pathway analysis, we aligned our sequencing reads against a series of viral genomes (EBV, HBV, CHV, CAV1, CAV2) with Bowtie and BLAST looking for evidence of viral transcripts within our lymph node aspirates, but were unable to detect any. This is not especially surprising considering that while 64% of U.S. dog's sera samples responded to EBV antibody, no signs of viral transcripts were detected by PCR analysis on blood samples from these dogs [68]. Although persistent infection does not seem to play a role in maintaining lymphoma, the outcomes of the initial infection on lymphoma risk and development remain open for investigation.

GSEA analysis of BvN dogs picks up a highly ranked and robust signature for doxorubicin resistance. We were also able to predict this resistance on an individual level for each dog using an internal prediction engine operating a rules-based method for assigning drug resistance phenotypes. In all but one case (RB03), this engine predicts that the dogs are insensitive to doxorubicin based on extreme expression of the ABCC1 multi-drug resistance transporter (data not shown). The engine also predicts 5-fluorouracil insensitivity (data not shown) in all but one case (NE42), though at a lower confidence than for doxorubicin. Although this study could not address the predictive power of each method, distinguishing the value of expression signature versus biomarker methods on either a cohort or individual level is an important long-term goal for the research in our lab. For human patients, identifying these resistant phenotypes offers a way to avoid undesirable side-effects by reducing the number of agents used in combination regimens for lymphoma treatment. Doxorubicin and 5-fluorouracil had been used together in the F-MACHOP regimen until the late 90s, and doxorubicin continues to be used today in standard therapies for B-cell lymphoma (either CHOP or R-CHOP) [9], [69]. Using data-driven approaches to eliminate agents from therapy when the tumor is insensitive would further reduce treatment risk, such as the cardio-toxicity that can accompany doxorubicin therapy [70].

In summary, we have identified genes differentially expressed between the normal lymph nodes of disease free dogs and dogs diagnosed with B-cell lymphoma using two methods: RNA microarray and RNA-Seq. 

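With all 7 lymphomas labelled B-cell set against the 3 normal dogs, the nodes of dog 3024 averaged, 169 of 8805 genes changed, 31 higher and 138 lower in lymphoma. Of 29 myeloid markers, 8 fell (15 when adjusted over the list alone), with a median log2 fold change of −2.31, and of 31 markers of stroma and endothelium, 5 fell (21 when adjusted over the list alone), with a median of −2.01. Of 64 cell cycle genes, 1 rose (21 when adjusted over the list alone), with a median of 0.98. Those lists moved against other genes by camera (adjusted p of 1.34e-12, 1.16e-14 and 1.23e-18), and for each adjusted p = 0.0784 with an estimated correlation. The count of changed genes was 310 without RB07, 112 without NE42, 23 without 0063, 21 without dog 3024 and 3 without 2970. It was 664 without RB07 and RB10, an alternative chosen after seeing the data.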

We report statistical methods for treating the combined data from these technologies as a means for collaboratively supporting biological discovery from the different platforms. Together, the data suggest the elevated expression of genes in the PI3K signaling pathway in B-cell lymphoma, a finding that has also been noted in human lymphoma. 

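Over all 7 lymphomas labelled B-cell, none of 32 genes of PI3K, AKT and mTOR signaling passed the test against normal dogs, before or when adjusted over the list alone. Of all 8805 genes only 1.92% were called, so none of 32 says little about this list. On simulated data of this design limma recovered 4.41% of genes changed by 1 on the log2 scale. The median log2 fold change of the 32 genes was −0.22 (camera, adjusted p = 0.165). These 7 add NE41, RB07 and RB10 to the 4 lymphomas of the paper's pathway analyses, and the difference of pan B-cell and T-cell means was −4.67 in RB07 and −2.69 in RB10. The list's mean log2 signal over 34 genes was 8.42 ± 0.34 (SD, n = 4 nodes of 3 dogs) in the normal nodes, 8.09 ± 0.22 (SD, n = 6) in the E–J class and 8.22 ± 0.16 (SD, n = 4) in K–N. The paper proposes from its pathway analyses that genes of this pathway are elevated in B-cell lymphoma.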

Since dogs form tumors spontaneously and have a strong breed predilection towards specific types of cancer, the dog is an excellent translational model for identifying the genetic basis associated with lymphoma.

## Supporting Information

Figure S1 **Sequencing Workflow.** A sequencing workflow based on the Formalwear Suite of Bowtie-Tophat-Cufflinks was employed to examine differential expression from the sequencing data.
(PNG) Click here for additional data file.

Table S1 **Summary of canine subjects.** Age is given in years. Gender is provided as male (M), male-castrated (M/C), female (F), female-spade (F/S). Relapsed dogs received chemotherapy treatment prior to FNA collection for this study. The immunophenotype includes the multi-drug resistant (MDR) status as positive (pos) or negative (neg). Best RESICT (Response Evaluation Criteria in Solid Tumors) score is given of: complete response (CR), partial response (PR), stable disease (SD), or progressive disease (PD).
(PDF) Click here for additional data file.

Table S2 **Top 20 GSEA gene sets.** Supporting gene set enrichments from the top 20 sets by GSEA using the version 2.5 and 3.0 gene set databases (Sets referring to B-cell biology highlighted). The three B-cell maps shown in version 2.5 but not version 3.0 are still represented in the 3.0 enrichment list, but at a lower rank. Namely, BIOCARTA_BCR_PATHWAY is rank 22, ST_B_CELL_ANTIGEN_RECEPTOR is rank 27, and SIG_PIP3_SIGNALING_IN_B_LYMPHOCYTES is rank 33.
(PDF) Click here for additional data file.

Data File S1 **Overlapping Gene Set Used for Pathway Analysis.**
(XLSX) Click here for additional data file.

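Data File S1 gives, for each gene found by both methods, the difference between lymphoma and normal on the log2 scale with its t-statistic, p and false discovery rate, and the value of each of 7 samples by RNA-Seq and by array. A gene's array value is the study's average over its probe sets. Of its 7296 rows, 1780 were read here, and 1402 of these matched a gene of the arrays. Over the 1319 that were tested, the file's array difference and the one computed here had a Pearson's r of 0.97 across genes, and 35.4% were equal within 0.01. With probe sets averaged on the linear scale before log2, 69.8% of 1379 genes were equal within that tolerance. INPP4B, the phosphatase gene, had −2.40 here and −2.85 with the linear average, with all 4 lymphomas below a signal of 100.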

Data File S2 **GSEA Results Files.**
(ZIP) Click here for additional data file.

Data File S3 **GeneGo Reports.**
(ZIP) Click here for additional data file.

Data File S4 **Pivot Table of Original FPKM Values.**
(ZIP) Click here for additional data file.

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Table S1 — Summary of canine subjects. Age is given in years. Gender is provided as male (M), male-castrated (M/C), female (F), female-spade (F/S). Relapsed dogs received chemotherapy treatment prior to FNA collection for this study. The immunophenotype includes the multi-drug resistant (MDR) status as positive (pos) or negative (neg). Best RESICT (Response Evaluation Criteria in Solid Tumors) score is given of: complete response (CR), partial response (PR), stable disease (SD), or progressive disease (PD).

**Supplementary Table 1. Summary of canine subjects**

| Responders | Age  | Gender | Breed                        | Stage | Recurrence | Immuno-phenotype   | Best RECIST Response |
|------------|------|--------|------------------------------|-------|------------|--------------------|----------------------|
| RB-07      | 5.75 | F/S    | Boxer                        | IIIa  | Relapsed   | B-cell,<br>MDR Neg | PR                   |
| NE-42      | 9    | M/C    | Labrador Retriever           | Iva   | Naïve      | B-cell,<br>MDR Neg | PR                   |
| NE-41      | 9    | M/C    | Boxer/Pitt Bull Terr.<br>Mix | IVa   | Naïve      | B-cell,<br>MDR Neg | PR                   |
| NE-45      | 9    | M/C    | Golden Retriever             | IIIa  | Naïve      | T-cell,<br>MDR Pos | PR                   |
| FS-25      | 7    | F/S    | Boxer                        | IIIa  | Relapsed   | T-cell,<br>MDR Neg | SD                   |

  

| Non-responders | Age  | Gender | Breed                                  | Stage | Recurrence | Immuno-phenotype   | Best RECIST response |
|----------------|------|--------|----------------------------------------|-------|------------|--------------------|----------------------|
| RB-10          | 5    | M      | Boxer                                  | Va    | Naïve      | B-cell,<br>MDR Neg | SD                   |
| RB-03          | 12.5 | M/C    | Pointer                                | IIIa  | Naïve      | B-cell,<br>MDR Neg | SD                   |
| FS-21          | 4    | F/S    | Pitt Bull Terrier/Lab<br>Retriever Mix | IIIa  | Relapsed   | B-cell,<br>MDR Neg | SD                   |
| RB-16          | 5    | F/S    | Chesapeake Bay<br>Retriever            | IVa   | Naïve      | B-cell, MDR<br>Neg | SD                   |
| FS-22          | 11   | F/S    | Beagle                                 | IIIa  | Relapsed   | T-cell,<br>MDR Neg | SD                   |

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Table S2 — Top 20 GSEA gene sets. Supporting gene set enrichments from the top 20 sets by GSEA using the version 2.5 and 3.0 gene set databases (Sets referring to B-cell biology highlighted). The three B-cell maps shown in version 2.5 but not version 3.0 are still represented in the 3.0 enrichment list, but at a lower rank. Namely, BIOCARTA_BCR_PATHWAY is rank 22, ST_B_CELL_ANTIGEN_RECEPTOR is rank 27, and SIG_PIP3_SIGNALING_IN_B_LYMPHOCYTES is rank 33.

**Supplementary Table 2. Top 20 GSEA gene sets**

| <i>Lymphoma Enriched by RNA-Seq v2.5</i>   | <i>Lymphoma Enriched by RNA-Seq v3.0</i>       |
|--------------------------------------------|------------------------------------------------|
| SIG_BCR_SIGNALING_PATHWAY                  | GINESTIER_BREAST_CANCER_ZNF217_AMPLIFIED_DN    |
| HSA04662_B_CELL_RECEPTOR_SIGNALING_PATHWAY | GINESTIER_BREAST_CANCER_20Q13_AMPLIFICATION_DN |
| SHEPARD_GENES_COMMON_BW_CB_MO              | CROONQUIST_IL6_DEPRIVATION_DN                  |
| MANALO_HYPOXIA_DN                          | WELCSH_BRCA1_TARGETS_1_DN                      |
| CELL_CYCLE                                 | NADERI_BREAST_CANCER_PROGNOSIS_UP              |
| CROONQUIST_IL6_STARVE_UP                   | SHEPARD_BMYB_TARGETS                           |
| ZHAN_MM_CD138_PR_VS_REST                   | SIG_BCR_SIGNALING_PATHWAY                      |
| BRENTANI_REPAIR                            | SOTIRIOU_BREAST_CANCER_GRADE_1_VS_3_UP         |
| BRCA1_OVEREXP_DN                           | REN_BOUND_BY_E2F                               |
| P21_P53_MIDDLE_DN                          | KANG_DOXORUBICIN_RESISTANCE_UP                 |
| DOX_RESIST_GASTRIC_UP                      | ROSTY_CERVICAL_CANCER_PROLIFERATION_CLUSTER    |
| P21_P53_ANY_DN                             | SCHLOSSER_MYC_TARGETS_AND_SERUM_RESPONSE_UP    |
| DNA_REPLICATION_REACTOME                   | FRASOR_RESPONSE_TO_SERM_OR_FULVESTRANT_DN      |
| BCRPATHWAY                                 | CROONQUIST_NRAS_SIGNALING_DN                   |
| ADIP_DIFF_CLUSTERS5                        | KEGG_B_CELL_RECEPTOR_SIGNALING_PATHWAY         |
| LI_FETAL_VS_WT_KIDNEY_DN                   | PUJANA_BREAST_CANCER_LIT_INT_NETWORK           |
| CANTHARIDIN_DN                             | REACTOME_DNA_STRAND_ELONGATION                 |
| RIBOSOMAL_PROTEINS                         | REACTOME_DNA_REPAIR                            |
| SIG_PIP3_SIGNALING_IN_B_LYMPHOCYTES        | PASQUALUCCI_LYMPHOMA_BY_GC_STAGE_DN            |
| ST_B_CELL_ANTIGEN_RECEPTOR                 | KAUFFMANN_DNA_REPAIR_GENES                     |

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

Report for LymphomaSeq 1334779864086 [GSEA]

Table: Gene sets enriched in phenotype **LymphomaSeq (4 samples)**[plain text format]****

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

Report for LymphomaSeq 1334928352252 [GSEA]

Table: Gene sets enriched in phenotype **LymphomaSeq (4 samples)**[plain text format]****

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

Report for NormalSeq 1334779864086 [GSEA]

Table: Gene sets enriched in phenotype **NormalSeq (3 samples)**[plain text format]****

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

Report for Normal 1334928352252 [GSEA]

Table: Gene sets enriched in phenotype **Normal (3 samples)**[plain text format]****

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

| <i>Lymphoma Enriched by RNA-Seq v2.5</i>   | <i>Lymphoma Enriched by RNA-Seq v3.0</i>       |
|--------------------------------------------|------------------------------------------------|
| SIG_BCR_SIGNALING_PATHWAY                  | GINESTIER_BREAST_CANCER_ZNF217_AMPLIFIED_DN    |
| HSA04662_B_CELL_RECEPTOR_SIGNALING_PATHWAY | GINESTIER_BREAST_CANCER_20Q13_AMPLIFICATION_DN |
| SHEPARD_GENES_COMMON_BW_CB_MO              | CROONQUIST_IL6_DEPRIVATION_DN                  |
| MANALO_HYPOXIA_DN                          | WELCSH_BRCA1_TARGETS_1_DN                      |
| CELL_CYCLE                                 | NADERI_BREAST_CANCER_PROGNOSIS_UP              |
| CROONQUIST_IL6_STARVE_UP                   | SHEPARD_BMYB_TARGETS                           |
| ZHAN_MM_CD138_PR_VS_REST                   | SIG_BCR_SIGNALING_PATHWAY                      |
| BRENTANI_REPAIR                            | SOTIRIOU_BREAST_CANCER_GRADE_1_VS_3_UP         |
| BRCA1_OVEREXP_DN                           | REN_BOUND_BY_E2F                               |
| P21_P53_MIDDLE_DN                          | KANG_DOXORUBICIN_RESISTANCE_UP                 |
| DOX_RESIST_GASTRIC_UP                      | ROSTY_CERVICAL_CANCER_PROLIFERATION_CLUSTER    |
| P21_P53_ANY_DN                             | SCHLOSSER_MYC_TARGETS_AND_SERUM_RESPONSE_UP    |
| DNA_REPLICATION_REACTOME                   | FRASOR_RESPONSE_TO_SERM_OR_FULVESTRANT_DN      |
| BCRPATHWAY                                 | CROONQUIST_NRAS_SIGNALING_DN                   |
| ADIP_DIFF_CLUSTERS5                        | KEGG_B_CELL_RECEPTOR_SIGNALING_PATHWAY         |
| LI_FETAL_VS_WT_KIDNEY_DN                   | PUJANA_BREAST_CANCER_LIT_INT_NETWORK           |
| CANTHARIDIN_DN                             | REACTOME_DNA_STRAND_ELONGATION                 |
| RIBOSOMAL_PROTEINS                         | REACTOME_DNA_REPAIR                            |
| SIG_PIP3_SIGNALING_IN_B_LYMPHOCYTES        | PASQUALUCCI_LYMPHOMA_BY_GC_STAGE_DN            |
| ST_B_CELL_ANTIGEN_RECEPTOR                 | KAUFFMANN_DNA_REPAIR_GENES                     |

Supporting gene set enrichments for B cell biology (highlighted) from the top 20 enriched gene sets in lymphoma RNA-Seq by GSEA using the version 2.5 and 3.0 gene set databases. The three B-cell maps shown in version 2.5 but not version 3.0 are still represented in the 3.0 enrichment list, but at a lower rank. Namely, BIOCARTA\_BCR\_PATHWAY is rank 22, ST\_B\_CELL\_ANTIGEN\_RECEPTOR is rank 27, and SIG\_PIP3\_SIGNALING\_IN\_B\_LYMPHOCYTES is rank 33.

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

Index for xtools.gsea.Gsea my\_analysis.Gsea.1334779864086

### GSEA Report for Dataset master-all-probes

#### Enrichment in phenotype: **LymphomaSeq (4 samples)**

- 130 / 852 gene sets are upregulated in phenotype **LymphomaSeq**- 34 gene sets are significant at FDR < 25%- 21 gene sets are significantly enriched at nominal pvalue < 1%- 32 gene sets are significantly enriched at nominal pvalue < 5%- Snapshot of enrichment results- Detailed enrichment results in html format- Detailed enrichment results in excel format (tab delimited text)- Guide to interpret results

#### Enrichment in phenotype: **NormalSeq (3 samples)**

- 722 / 852 gene sets are upregulated in phenotype **NormalSeq**- 309 gene sets are significantly enriched at FDR < 25%- 158 gene sets are significantly enriched at nominal pvalue < 1%- 254 gene sets are significantly enriched at nominal pvalue < 5%- Snapshot of enrichment results- Detailed enrichment results in html format- Detailed enrichment results in excel format (tab delimited text)- Guide to interpret results

#### Dataset details

- The dataset has 5724 features (genes)- No probe set => gene symbol collapsing was requested, so all 5724 features were used

#### Gene set details

- Gene set size filters (min=15, max=500) resulted in filtering out 1040 / 1892 gene sets- The remaining 852 gene sets were used in the analysis- List of gene sets used and their sizes (restricted to features in the specified dataset)

#### Gene markers for the **LymphomaSeq** *versus* **NormalSeq** comparison

- The dataset has 5724 features (genes)- # of markers for phenotype **LymphomaSeq**: 1960 (34.2% ) with correlation area 27.4%- # of markers for phenotype **NormalSeq**: 3764 (65.8% ) with correlation area 72.6%- Detailed rank ordered gene list for all features in the dataset- Heat map and gene list correlation  profile for all features in the dataset

#### Global statistics and plots

- Plot of p-values *vs.* NES- Global ES histogram

#### Other

- Parameters used for this analysis

#### Comments

- There were duplicate row identifiers in the specified dataset. One id was arbitarilly choosen. Details are below
  Generally, this is OK, but if you want to avoid this automagic, edit your dataset so that all row ids are unique
  # of row ids in original dataset: 5733
  # of row UNIQUE ids in original dataset: 5724
  # The duplicates were
  NA
  NA
  NA
  NA
  NA
  NA
  NA
  NA
  NA

---

Report: my\_analysis.Gsea.1334779864086.rpt   by user: Marie.Mooney

xtools.gsea.Gsea [Wed, Apr 18, '12 4 PM 11]

Website: www.broadinstitute.org/GSEA
Questions & Suggestions: Email

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

Index for xtools.gsea.Gsea my\_analysis.Gsea.1334928352252

### GSEA Report for Dataset master-all-probes

#### Enrichment in phenotype: **LymphomaSeq (4 samples)**

- 276 / 1605 gene sets are upregulated in phenotype **LymphomaSeq**- 103 gene sets are significant at FDR < 25%- 55 gene sets are significantly enriched at nominal pvalue < 1%- 87 gene sets are significantly enriched at nominal pvalue < 5%- Snapshot of enrichment results- Detailed enrichment results in html format- Detailed enrichment results in excel format (tab delimited text)- Guide to interpret results

#### Enrichment in phenotype: **Normal (3 samples)**

- 1329 / 1605 gene sets are upregulated in phenotype **Normal**- 594 gene sets are significantly enriched at FDR < 25%- 346 gene sets are significantly enriched at nominal pvalue < 1%- 486 gene sets are significantly enriched at nominal pvalue < 5%- Snapshot of enrichment results- Detailed enrichment results in html format- Detailed enrichment results in excel format (tab delimited text)- Guide to interpret results

#### Dataset details

- The dataset has 5723 features (genes)- No probe set => gene symbol collapsing was requested, so all 5723 features were used

#### Gene set details

- Gene set size filters (min=15, max=500) resulted in filtering out 1667 / 3272 gene sets- The remaining 1605 gene sets were used in the analysis- List of gene sets used and their sizes (restricted to features in the specified dataset)

#### Gene markers for the **LymphomaSeq** *versus* **Normal** comparison

- The dataset has 5723 features (genes)- # of markers for phenotype **LymphomaSeq**: 1959 (34.2% ) with correlation area 27.4%- # of markers for phenotype **Normal**: 3764 (65.8% ) with correlation area 72.6%- Detailed rank ordered gene list for all features in the dataset- Heat map and gene list correlation  profile for all features in the dataset

#### Global statistics and plots

- Plot of p-values *vs.* NES- Global ES histogram

#### Other

- Parameters used for this analysis

---

Report: my\_analysis.Gsea.1334928352252.rpt   by user: Marie.Mooney

xtools.gsea.Gsea [Fri, Apr 20, '12 9 AM 25]

Website: www.broadinstitute.org/GSEA
Questions & Suggestions: Email

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

Report for LymphomaArray 1334936519408 [GSEA]

Table: Gene sets enriched in phenotype **LymphomaArray (4 samples)**[plain text format]****

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

Report for LymphomaMicroarray 1334779850806 [GSEA]

Table: Gene sets enriched in phenotype **LymphomaMicroarray (4 samples)**[plain text format]****

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

Report for Normal 1334936519408 [GSEA]

Table: Gene sets enriched in phenotype **Normal (3 samples)**[plain text format]****

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

Report for NormalMicroarray 1334779850806 [GSEA]

Table: Gene sets enriched in phenotype **NormalMicroarray (3 samples)**[plain text format]****

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

Index for xtools.gsea.Gsea my\_analysis.Gsea.1334779850806

### GSEA Report for Dataset master-all-probes

#### Enrichment in phenotype: **LymphomaMicroarray (4 samples)**

- 110 / 852 gene sets are upregulated in phenotype **LymphomaMicroarray**- 58 gene sets are significant at FDR < 25%- 37 gene sets are significantly enriched at nominal pvalue < 1%- 45 gene sets are significantly enriched at nominal pvalue < 5%- Snapshot of enrichment results- Detailed enrichment results in html format- Detailed enrichment results in excel format (tab delimited text)- Guide to interpret results

#### Enrichment in phenotype: **NormalMicroarray (3 samples)**

- 742 / 852 gene sets are upregulated in phenotype **NormalMicroarray**- 426 gene sets are significantly enriched at FDR < 25%- 209 gene sets are significantly enriched at nominal pvalue < 1%- 315 gene sets are significantly enriched at nominal pvalue < 5%- Snapshot of enrichment results- Detailed enrichment results in html format- Detailed enrichment results in excel format (tab delimited text)- Guide to interpret results

#### Dataset details

- The dataset has 5724 features (genes)- No probe set => gene symbol collapsing was requested, so all 5724 features were used

#### Gene set details

- Gene set size filters (min=15, max=500) resulted in filtering out 1040 / 1892 gene sets- The remaining 852 gene sets were used in the analysis- List of gene sets used and their sizes (restricted to features in the specified dataset)

#### Gene markers for the **LymphomaMicroarray** *versus* **NormalMicroarray** comparison

- The dataset has 5724 features (genes)- # of markers for phenotype **LymphomaMicroarray**: 2642 (46.2% ) with correlation area 30.9%- # of markers for phenotype **NormalMicroarray**: 3082 (53.8% ) with correlation area 69.1%- Detailed rank ordered gene list for all features in the dataset- Heat map and gene list correlation  profile for all features in the dataset

#### Global statistics and plots

- Plot of p-values *vs.* NES- Global ES histogram

#### Other

- Parameters used for this analysis

#### Comments

- There were duplicate row identifiers in the specified dataset. One id was arbitarilly choosen. Details are below
  Generally, this is OK, but if you want to avoid this automagic, edit your dataset so that all row ids are unique
  # of row ids in original dataset: 5733
  # of row UNIQUE ids in original dataset: 5724
  # The duplicates were
  NA
  NA
  NA
  NA
  NA
  NA
  NA
  NA
  NA

---

Report: my\_analysis.Gsea.1334779850806.rpt   by user: Marie.Mooney

xtools.gsea.Gsea [Wed, Apr 18, '12 4 PM 10]

Website: www.broadinstitute.org/GSEA
Questions & Suggestions: Email

# Supplementary material for: Comparative RNA-Seq and Microarray Analysis of Gene Expression Changes in B-Cell Lymphomas of Canis familiaris
**Source:** PLoS One. 2013 Apr 4;8(4):e61088. doi: 10.1371/journal.pone.0061088
**Supplement:** Data File S2 — GSEA Results Files.

Index for xtools.gsea.Gsea my\_analysis.Gsea.1334936519408

### GSEA Report for Dataset master-all-probes

#### Enrichment in phenotype: **LymphomaArray (4 samples)**

- 306 / 1605 gene sets are upregulated in phenotype **LymphomaArray**- 215 gene sets are significant at FDR < 25%- 129 gene sets are significantly enriched at nominal pvalue < 1%- 160 gene sets are significantly enriched at nominal pvalue < 5%- Snapshot of enrichment results- Detailed enrichment results in html format- Detailed enrichment results in excel format (tab delimited text)- Guide to interpret results

#### Enrichment in phenotype: **Normal (3 samples)**

- 1299 / 1605 gene sets are upregulated in phenotype **Normal**- 776 gene sets are significantly enriched at FDR < 25%- 425 gene sets are significantly enriched at nominal pvalue < 1%- 608 gene sets are significantly enriched at nominal pvalue < 5%- Snapshot of enrichment results- Detailed enrichment results in html format- Detailed enrichment results in excel format (tab delimited text)- Guide to interpret results

#### Dataset details

- The dataset has 5723 features (genes)- No probe set => gene symbol collapsing was requested, so all 5723 features were used

#### Gene set details

- Gene set size filters (min=15, max=500) resulted in filtering out 1667 / 3272 gene sets- The remaining 1605 gene sets were used in the analysis- List of gene sets used and their sizes (restricted to features in the specified dataset)

#### Gene markers for the **LymphomaArray** *versus* **Normal** comparison

- The dataset has 5723 features (genes)- # of markers for phenotype **LymphomaArray**: 2641 (46.1% ) with correlation area 30.9%- # of markers for phenotype **Normal**: 3082 (53.9% ) with correlation area 69.1%- Detailed rank ordered gene list for all features in the dataset- Heat map and gene list correlation  profile for all features in the dataset

#### Global statistics and plots

- Plot of p-values *vs.* NES- Global ES histogram

#### Other

- Parameters used for this analysis

---

Report: my\_analysis.Gsea.1334936519408.rpt   by user: Marie.Mooney

xtools.gsea.Gsea [Fri, Apr 20, '12 11 AM 41]

Website: www.broadinstitute.org/GSEA
Questions & Suggestions: Email

How the deposited data were processed for this re-analysis (not part of the article)

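Gene expression was measured with the Affymetrix Canine Genome 2.0 array in 7 lymphomas labelled B-cell, 3 labelled T-cell and 4 lymph nodes of 3 healthy colony dogs. The deposited table holds signal intensities that the authors made with MAS 5.0 and scaled to a trimmed mean of 500, on a linear scale and not centred by gene. The labels name an Encore labelling kit where the methods name WT-Ovation Pico, and they call the normal material tissue where the methods describe aspirates. The methods give 8 batches of 12 arrays, but the batch of each array is not stated, so no batch could be tested. Sites could be read from the dog names for lymphomas, and all normal nodes came from the colony, so housing and site go with the diagnosis, as does breed apart from the lymphoma FS22, a Beagle like the colony dogs.

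Signals were taken to log2 and averaged per gene over probe sets with 1 gene symbol in the platform annotation. Of 43035 probe sets, 29264 had 1 symbol, 439 several and 13332 none. Of 15156 pairs of gene and Entrez ID, 14314 were found in the RefSeq table, and 0 symbols changed. Results for some genes the paper names are not reported. A gene was tested when its signal was at least 100 in at least 3 arrays of a comparison, in place of MAS5 present calls. Where every array of a group lay below 100, the fold is a bound with that group set to 100. Differences were tested with limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment at 0.05 and at the study's 0.2. Lists of genes were tested with camera at its preset correlation of 0.01 and with an estimated correlation, adjusted over the lists. The multivariate test was the pseudo-F of vegan 2.7.1 on Euclidean distance over all 35 groupings. The share of changed genes was estimated as 1 minus pi0 from the p-values of the methods' t-test. Means of lists were compared by exact permutation. Figures were drawn with Python 3.11.15.

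The comparisons were the BvN set, all lymphomas labelled B-cell against the 3 normal dogs, the T-cell lymphomas against those dogs, B-cell against T-cell lymphomas by label, and the E–J against the K–N class. In those with normal dogs other than the BvN set, the nodes of dog 3024 were averaged. The sample groups, tests, alternatives, 21 lists and the rule for named genes were set before the data were examined. The rule took the genes the paper names, the largest changes among called genes that separate the groups completely (in the BvN set also with the same sign over all lymphomas labelled B-cell), and up to 4 called genes per list with the smallest p. The first lines of Data File S1 had been read when the lists were set, and ENPP1, CD226 and CD63, which stand near its top, are in the lists. Alternatives were other signal limits, median centring, quantile normalization, an offset of 50, linear averages, the brightest probe set, probe sets in place of genes, the methods' t-test, other limma settings, other choices of arrays and each array left out. On simulated data with the same group sizes, limma recovered 7.35% of genes changed by 1 on the log2 scale in the BvN design, 69.7% of those changed by 2 and 89.4% of those changed by 4, and 7.56% of its calls were false. The simulation changed 200 genes, with noise independent between genes, and gave 119 calls. The real BvN set gave 902, so these shares need not hold for it. The number of arrays limits the precision. RNA-Seq data were used only as listed in Data File S1.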

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

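Of the tests in this part, the one on the position of RB07, RB10 and FS22 among the other label's samples was chosen after the marker values were seen, and so were the tests on dividing B cells in RB07 and RB10, the narrower range of control ratios, the scaling test on the list median and the reading of the cell type test as open.

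Node 3024l stood apart from the other normal nodes. Its actin 3'/5' signal ratio was 18193, against 106.6 to 198.2, and its GAPDH 3'/5' ratio was 23.17, against 3.30 to 5.31. Its mean log2 signal was 3.70 for 3 erythroid and platelet markers, against 5.18 to 5.27, all means below a signal of 100 and so near background, and 8.35 for genes of resistance to doxorubicin or 5-fluorouracil, against 8.77 to 8.85. RB07 had a mean of 9.72 for genes of the immediate-early and stress response, against 7.95 to 8.51 in the other lymphomas labelled B-cell. These are 5 of 52 groups of values tested for a sample far from the others, where chance gives about 2.6. The paper does not report on T-cell lymphomas against normal nodes, where 112 genes changed. GTSF1, a gene of piRNA-guided silencing, was 7.28 higher on the log2 scale there, and since all normal dogs lay below a signal of 100 the fold is at least 27.4.

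The means of the marker lists in RB07, RB10 and FS22 went against their immunophenotype labels. Single markers did not all do so. MS4A1, which encodes CD20, had a log2 signal of 4.90 in FS22, against 12.02 to 12.5 in the B-cell lymphomas of E–J. In RB10 it was 10.4, within the 9.88 to 11.17 of the normal nodes, but it was also 10.89 in NE45, labelled T-cell. MS4A1 in RB07, at 2.89, and CD22 in FS22, at 12.44, went with the list means. A sample made up of non-neoplastic resting T cells is argued against for RB07 and RB10, since their cell cycle means, the lower of which was 8.77, lay above the highest normal node, 8.06 (SD of the normal nodes 0.18). Such T cells with dividing B cells are argued against for RB07, whose pan B-cell mean of 5.15 lay between FS25 (4.87) and NE45 (6.25) and below the lowest node (8.21), and stay open for RB10, whose mean of 6.81 lay between those lymphomas and the nodes. A mislabelled sample or a discordant immunophenotype may account for 2 of the 3. The range for RB07 and RB10 was that of FS25 and NE45, and the range for FS22 that of the B-cell lymphomas of E–J. Both ranges leave out RB07, RB10 and FS22 themselves, and the former, with its SD, rests on 2 arrays. The difference of B-cell and T-cell means lay within 1 SD of its range for RB07 and FS22, for FS22 only just. RB10 missed the limit by 0.13, so the test, which asked for 3 of 3, was not met. RNA quality cannot be told apart for RB10 by this test, as its GAPDH 3'/5' ratio of 8.94 lay just above the 3.30 to 8.60 of the other arrays without 3024l. Its actin ratio of 463 lay inside 106.6 to 972.8, and NE42, with the 8.60, had a B-cell mean 2.94 above its T-cell mean. RB07 and FS22 lay inside for both controls. The test as first written, with all 11 other arrays, put all 3 inside but could exclude little, as 3024l stretches that range to 23.17. The methods state that the RNA of every sample passed a check of integrity before sequencing, and these ratios alone do not show poor RNA.

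T-cell markers were lower in the B-cell lymphomas of the BvN set. A shift of all genes through scaling by MAS5 is argued against for a fall of this size. The median of the list, −2.81, stayed at −2.70 under quantile normalization and −2.66 under median centring (SD of the values leaving out 1 array 0.31). These scalings moved the median of all genes by only 0.13 and 0.15, so they could move the list little, and other effects of scaling were not tested. A loss of T cells alone is argued against, since 16 of 30 myeloid markers fell (median −2.76) and 18 of 31 stromal markers (median −2.26). A lower share of every cell type other than B cells may account for it and stays open. The T-cell mean fell alongside the myeloid mean (difference between groups −0.15) and the stromal mean (−0.24), with a smaller adjusted exact p of 0.886, but a single difference cannot reach an adjusted p under 0.0571 with 35 groupings. The study's own choice of lymphomas without a T-cell signature, the aspirates and nodes compared, and the higher actin 3'/5' ratios of the lymphomas also stay open and were not tested.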

How the results depend on the processing

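No paired analysis was possible because no dog gave samples to different groups. The nodes of dog 3024 are both normal. With site as a block, 654 genes changed between the lymphoma classes (610 of the 807 kept), and 0 between B-cell and T-cell lymphomas by label. The direction of the 902 genes called in the BvN set was kept by 895 to 902 of those tested under each other scaling, offset or average of probe sets. How many were called moved far more. Without one of the normal nodes the fit has 2 of them, and fewer genes pass the filter. The cause was not tested for the other settings. Signals under 100 lie near background, which limits every fold of a dim gene.

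In the BvN set, 902 genes changed, and 193 without a signal filter, 521 with a signal of at least 50, 1424 with the linear average of probe sets, 1613 with 50 added before log2, 8 with the methods' t-test, 232 with 3024l in place of 3024r, 253 with all groups in one fit, 297 with all 7 lymphomas by label and 1390 probe sets in place of genes. Leaving out 1 array gave from 15 (2970) to 1207 (RB03). Quantile normalization gave 943, 407 higher and 536 lower, beside 289 and 613. At the study's threshold the 2827 genes became 1833 without a filter, 1729 with 3024l, 1646 with all groups in one fit, 1524 with all 7 lymphomas and 5591 probe sets, and from 959 to 3142 leaving out 1 array. Quantile normalization then gave 1577 higher and 1427 lower, beside 1183 and 1644. The pseudo-F of 4.41 was 2.02 without a filter and 6.28 with a signal of at least 200, and leaving out 1 array it ranged from 2.64 without 2970 to 5.40 without RB03, and without a normal node the exact permutation p was 0.0667, the smallest that 4 against 2 allow. The share of genes with the largest t, 19.4%, was 12.7% without a filter and 21.4% to 41.4% leaving out 1 array, where fewer groupings raise the chance share. The estimated share of changed genes, 58.0%, was 33.6% without a filter.

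With an estimated correlation the lists called in the BvN set had adjusted p of 0.175 for pan B-cell markers, 0.149 for cell cycle, 0.147 for DNA repair, 0.252 for MYC targets, 0.175 for the proteasome, 0.217 for ribosomal proteins, 0.149 for interferon response, 0.147 for T-cell, 0.246 for cytotoxic, 0.149 for myeloid, 0.149 for stromal and 0.149 for plasma-cell markers and 0.149 for handling stress. With all 7 lymphomas by label, medians were −0.021 for pan B-cell markers, −0.24 for B-cell receptor signaling, −0.24 for NF-kB signaling, −0.86 for germinal center genes and −0.89 for handling stress. Of these, pan B-cell markers and handling stress no longer passed, and NF-kB signaling and germinal center genes now did. In that setting RASGRP3, a gene of B-cell receptor signaling, turned from 1.08 to −0.13. The proteasome median was 0.20 under quantile normalization. Antigen presentation passed at −0.49 without a filter and −0.64 under quantile normalization, and resistance genes passed at 0.66 with a signal of at least 200. Germinal center genes, at −1.71, passed at −1.55 with median centring, −1.45 with quantile normalization, −1.03 with 50 added, −1.59 with 3024l and −1.91 with both nodes of 3024 averaged, and leaving out 1 array gave −2.13 (RB03) to −1.26 (NE42). A further list of 15 genes, left unnamed here, none of which passed the test, also when adjusted over the list alone, had a median of −0.08, and 0.014 with the highest probe set, 0.14 under quantile normalization and 0.0022 with 50 added, and leaving out 1 array gave −0.23 (RB16) to 0.014 (RB03). Cytotoxic markers, at −2.37, ranged from −2.87 (NE42) to −1.15 (3024r, where the call was lost, as it was without 2970).

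For all 7 lymphomas labelled B-cell, 169 genes became 40 without a filter, 568 with 50 added, 461 with the methods' t-test, 3 to 310 leaving out 1 array, and 664 without RB07 and RB10. For the T-cell lymphomas, 112 became 0 without a filter, 447 with 50 added, 0 with the methods' t-test and 0 (0063) to 544 (FS22) leaving out 1 array. For B-cell against T-cell lymphomas, 0 became 1 without FS21 or FS22. It was 267 without RB07, RB10 and FS22, chosen after seeing the data because of their markers, so that count is circular. For the classes, 807 became 427 without a filter, 357 with the methods' t-test and 515 to 709 leaving out 1 array. With an estimated correlation the class lists had adjusted p of 0.0567 for B-cell receptor signaling, 0.636 for cell cycle, 0.472 for MYC targets, ribosomal proteins and antigen presentation, and 0.118 for interferon response. Germinal center genes had −0.92 in the classes without a filter. Leaving out 1 array, the class medians ranged from −0.39 (FS21) to −0.050 (NE45) for cell cycle, −0.95 (NE45) to −0.54 (NE42) for germinal center genes, −1.05 (NE42, where the list passed) to 0.35 (RB07) for cytotoxic markers, −0.45 (NE45, where the list passed) to 0.12 (RB07) for myeloid markers, −0.69 (RB03) to −0.042 (RB07) for stromal markers and −0.37 (RB10, where the list passed) to 0.014 (RB07) for handling stress.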

Differences from the paper's values

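Spread here means the larger of a gene's SDs in the lymphomas and in the normal nodes, as computed here. It is not an error of the paper's value. For SYK, Data File S1 gives 0.71, and the value here was 1.48, which differs by less than the spread. The linear average of probe sets gave 0.71, and the fit without 0063 gave 2.10, outside the spread. For INPP4B, Data File S1 gives the paper's array difference as −3.03, and the value here was −2.40, with all 4 lymphomas below a signal of 100, so that it rests on signals near background. Of the alternatives set before the data were examined, the linear average of probe sets (−2.85), the highest probe set (−3.17), 3024l in place of 3024r (−2.55), both nodes of 3024 averaged (−2.47), all groups in one fit (−2.47), and the fits without NE42 (−2.47) or without RB03 (−2.40) differ from the paper's value by less than the spread. The other alternatives do not: the other signal limits, median centring, quantile normalization, an offset of 50, the methods' t-test, limma with trend and robust, the fits without FS21 or RB16, and all 7 lymphomas by label. The limit lies close to −2.40, so this division is a fine one. Averaging probe sets on the linear scale also gave 62.9% for the estimated share of changed genes, beside the paper's 63, and 22.0% for the share of genes with the largest t, beside the paper's 22. The pseudo-F here was 4.41, and 4.91 with that average, beside the paper's 5.9, and a signal limit of 200 gave 6.28.

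The paper proposes a higher expression of PI3K signaling genes in B-cell lymphoma. Of the 30 genes of the list measured here, 0 rose and 3 fell in the BvN set, where 10.9% of all genes were called. Among the 3 is INPP4B, a phosphatase that opposes the pathway, and the list did not move against other genes (camera, adjusted p = 0.174). The proposal also rests on RNA-Seq and on pathway and topology analyses, which were not repeated here. The paper finds no obvious match of the lymphoma classes with B-cell against T-cell lymphoma. By label, 0 genes were called between them here. The marker lists still leaned with the label, with a median log2 fold change of 1.86 for pan B-cell and −1.78 for T-cell markers. Camera called both (adjusted p of 1.7e-05 and 9.6e-08, and for each adjusted p = 0.569 with an estimated correlation). Between the classes, pan B-cell markers had means of 9.56 and 5.77 and T-cell markers 6.50 and 9.82. For the shift in cell cycle regulation between the classes, 4 of 65 cell cycle genes passed the test here, and the list means were 8.87 and 9.10. The paper predicts insensitivity to doxorubicin for every BvN lymphoma but RB03, by a rule of ABCC1 over 2-fold. Here ABCC1 was over that in FS21 (2.54) and RB16 (2.30), and below it in RB03 (1.92) and NE42 (1.49), against the 3 normal nodes of the set. The paper's array conversion for its predictions uses a normal reference of 39 other samples, so the folds here rest on another reference and do not test the prediction.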

Other observations

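All tests in this part were planned.

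Ribosomal protein genes were higher in the B-cell lymphomas of the BvN set. Of 51 such genes, 6 rose and none fell (8 higher when adjusted over the list alone), among them RPS4X by 2.10 and RPL10A by 1.33 on the log2 scale (camera, adjusted p = 7.39e-10, and adjusted p = 0.217 with an estimated correlation). Of 31 markers of stroma and endothelium, 18 fell (26 when adjusted over the list alone), among them KDR, a receptor of vascular growth factor, by 3.99 and the chemokine gene CXCL12 by 3.13 (camera, adjusted p = 1.59e-12, and adjusted p = 0.149 with an estimated correlation). Of 10 plasma-cell markers, 5 fell (6 when adjusted over the list alone), among them XBP1, a regulator of secretion, by 2.18 (camera, adjusted p = 0.000776, and adjusted p = 0.149 with an estimated correlation). Of 12 markers of cytotoxic and NK cells, 3 fell (4 when adjusted over the list alone), CTSW at least 12.4-fold, EOMES at least 2.13-fold and IL2RB at least 2.39-fold (camera, adjusted p = 0.00251, and adjusted p = 0.246 with an estimated correlation). Of 16 genes of the immediate-early and handling stress response, 4 fell (6 when adjusted over the list alone, with 1 higher), among them HSPB1, a small heat shock protein gene, by 1.71 (camera, adjusted p = 0.00504, and adjusted p = 0.149 with an estimated correlation).

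In the T-cell lymphomas, 14 genes were higher and 98 lower than in normal dogs. SPC25 and CENPF, genes of the kinetochore, rose by 3.42 and 2.81. Of 59 cell cycle genes, 3 rose (40 when adjusted over the list alone), with a median of 1.34 (camera, adjusted p = 1.05e-25, and adjusted p = 0.131 with an estimated correlation). Markers of other cells fell in the same arrays. Of 28 myeloid markers, 5 fell (15 when adjusted over the list alone), with a median of −1.62. Of 29 stromal markers, 4 fell (23 when adjusted over the list alone), with a median of −2.21. With an estimated correlation camera gave adjusted p of 0.197 and 0.131 for these lists. IL1R2, a decoy receptor for interleukin 1, was at least 10.3-fold lower. Of 30 T-cell markers none passed, before or when adjusted over the list alone, with a median of 0.01, and FS22 is 1 of the 3 samples. Of 2 erythroid and platelet genes measured, 1 rose (both when adjusted over the list alone). The count of 112 was 12 without NE45, 61 without FS25, 544 without FS22, 1 without dog 3024, 0 without 0063 and 2 without 2970.

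Other splits of the same arrays into groups of the same sizes were fitted for each count of genes. For the BvN set, 1 of 35 splits, the real one, gave 902 genes and the next highest 253, with RB03 among the normal nodes. That share lies under 0.05, which makes chance alone unlikely. It is also the smallest share that 35 splits allow, and the study chose these lymphomas partly by their profiles, so chance is not excluded. At the study's threshold 1 of 35 gave 2827 and the next highest, the same split, 2021, so RB03 lay nearest the normal nodes. For all lymphomas labelled B-cell, 1 of 100 splits drawn gave 169 and the next highest 18, which makes chance alone unlikely but does not exclude it. For the classes 1 of 100 gave 807 and the next highest 2, but the study found the classes in these profiles. The T-cell lymphomas allow 10 splits, too few for a share under 0.05, of which 1, the real one, gave 112 and the next highest 0. For B-cell against T-cell lymphomas by label all 100 splits gave at least the real count, but a count of 0 is reached by any split, so this decides nothing. The highest other split gave 123 genes and set RB10, NE45 and FS25 against the rest, with FS22 among the B-cell lymphomas.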
